# Loss of Renal Tubular PGC-1α Exacerbates Diet-Induced Renal Steatosis and Age-Related Urinary Sodium Excretion in Mice

**DOI:** 10.1371/journal.pone.0158716

**Published:** 2016-07-27

**Authors:** Kristoffer Svensson, Svenia Schnyder, Bettina Cardel, Christoph Handschin

## Abstract

The kidney has a high energy demand and is dependent on oxidative metabolism for ATP production. Accordingly, the kidney is rich in mitochondria, and mitochondrial dysfunction is a common denominator for several renal diseases. While the mitochondrial master regulator peroxisome proliferator-activated receptor γ coactivator 1α (PGC-1α) is highly expressed in kidney, its role in renal physiology is so far unclear. Here we show that PGC-1α is a transcriptional regulator of mitochondrial metabolic pathways in the kidney. Moreover, we demonstrate that mice with an inducible nephron-specific inactivation of PGC-1α in the kidney display elevated urinary sodium excretion, exacerbated renal steatosis during metabolic stress but normal blood pressure regulation. Overall, PGC-1α seems largely dispensable for basal renal physiology. However, the role of PGC-1α in renal mitochondrial biogenesis indicates that activation of PGC-1α in the context of renal disorders could be a valid therapeutic strategy to ameliorate renal mitochondrial dysfunction.

## Introduction

The kidney is an important organ for the clearance of metabolic waste products from the blood, for maintaining body salt and fluid balance and for blood pressure homeostasis. This is achieved through passive filtration of plasma in the glomerulus, which is coupled to a system of transporters along the nephron, responsible for maintaining systemic nutrient- and salt homeostasis [1]. Tubular reabsorption is an energy-demanding process and the majority of ATP (~95%) in the kidney is produced through oxidative metabolism [2,3]. Consequently, mitochondrial density is highest in tubule segments associated with high basal transcellular transport rates, such as the proximal tubules and the thick loop of Henle [3]. The integral role of mitochondrial metabolism in renal function is underscored by the prevalence of renal dysfunction in patients suffering from mitochondrial cytopathies [2,4,5]. The peroxisome proliferator-activated receptor γ coactivator 1α (PGC-1α) is an important regulator of mitochondrial function [6]. While PGC-1α is highly expressed in the kidneys [7], the role of PGC-1α in renal physiology is so far unclear. To address this gap in knowledge, we have generated and characterized mice with a nephron-specific inducible PGC-1α knockout (NiPKO). Inactivation of PGC-1α in the kidney resulted in reduced expression of mitochondrial enzymes. NiPKO mice displayed a mild sodium-losing phenotype, but otherwise showed normal regulation of salt and water balance and blood pressure. Importantly, we found that PGC-1α is necessary for the transcriptional induction of lipid metabolic processes in the kidney upon high fat diet feeding. Consequently, NiPKO mice develop renal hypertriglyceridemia in this dietary context. Collectively, our results indicate a minor role for PGC-1α in basal renal physiology, mainly affecting age-related sodium excretion. Moreover, we observed a central role for PGC-1α in the transcriptional regulation of mitochondrial and metabolic processes in the kidney, most notably during high-fat diet feeding, with consequences on lipid accumulation and inflammation.

## Materials and Methods

### Animals and diets

Animals were housed in a conventional facility with a 12-h light/12-h dark cycle with free access to food and water. Mice were sacrificed by CO_2_ inhalation or terminal bleeding of anaesthetized animals. All experiments were performed in accordance with federal guidelines and were approved by the Kantonales Veterinäramt of Kanton Basel-Stadt under the consideration of 3R and to ensure minimal pain and stress in the animals. To generate nephron-specific inducible PGC-1α knockout (NiPKO) mice, we crossed mice with transgenic expression of the reverse tetracycline-dependent transactivator (rtTA) under control of the Pax8-promoter (Pax8-rtTA, a kind gift from Dr. Robert Koesters) [8] with transgenic (tetO-cre)-LC1 mice (obtained from the European Mouse Mutant Archive) [9]. These double-transgenic mice were subsequently crossed with mice having two floxed PGC-1α alleles (PGC-1αfl/fl, from internal breeding) [10]. While the PGC-1αfl/fl mice are in a C57BL/6 strain background, the LC1 and the Pax8-rtTA were in a mixed background. To account for that, littermate controls were used in all experiments. All experiments were performed in male mice. To induce the knockout of PGC-1α, doxycycline (DOX) (Sigma) (0.2 mg/mL) was administered *ad libitum* to the drinking water of 12 week old mice, with the addition of 2% sucrose (Sigma) to enhance palatability. After two weeks, mice were switched back to regular drinking water and were allowed at least one week of rest before experiments started. Recombination PCR was performed using primers binding to a region surrounding exons 3–5 of PGC-1α; forward 5’-TCCAGTAGGCAGAGATTTATGAC-3’, reverse 5’- CCAACTGTCTATAATTCCAGTTC-3’. This primer pair yields a product when exons 3–5 of PGC-1α are excised [10]. A control PCR reaction was performed using the following primers; forward 5’- ACCTGTCTTTGCCTATGATTC-3’, reverse 5’-CCAGTTTCTTCATTGGTGTG-3’. The experimental diets used for this study were either obtained from Harlan Teklad (low sodium diet (LSD, <0.02% Na) (TD.90228)) or from Research Diets Inc (high fat diet (HFD, 60 kcal% fat, D12492)). Blood pressure was measured in restrained conscious mice using a non-invasive tail-cuff blood pressure analyzer (BP-2000, Visitech system, Bioseb). The mice were acclimatized to this method for 5 consecutive days, measurements were taken for 5 days and values averaged similar to previous studies [11]. Body composition was measured using an EchoMRI-100™ analyzer (EchoMRI Medical Systems).

### Blood and urine analysis

For urine collection, mice were housed in single mouse metabolic cages (3600M021, Tecniplast) overnight (16 hours) or for 24 hours. Amount of food and water consumed was recorded, and urine was collected for further analysis. For plasma analysis, whole tail-vein blood was collected in Microvette tubes (Sarstedt). Levels of sodium, chloride, potassium, calcium, protein, urea and creatinine (enzymatic method) levels in urine and plasma were determined using an automated biochemical analyzer (Cobas c111 analyzer; Roche).

### RNA extraction and RT-PCR

Frozen tissue was homogenized using TRIzol reagent (Invitrogen) before addition of chlorophorm an centrifugation at 12’000 g for 15 min. Clear supernatant was removed and incubated with isopropanol before centrifugation at 12’000 g for 10 min. Then, pellet was washed twice with 75% ethanol and final pellet dissolved in water. RNA concentration was adjusted and cDNA synthesis was performed using 1 μg of total RNA. Semi-quantitative real-time PCR analysis was performed using Fast SYBR Green master mix (Applied Biosystems) on a StepOnePlus Real-Time PCR System (Applied Biosystems). Relative expression levels for each gene of interest were calculated with the ΔΔCt method, normalizing against mRNA levels of eukaryotic elongation factor 2 (*eEF2*) or TATA-binding protein (*Tbp*). A list of primer sequences used in this study can be found in S1 Table.

### Gene expression array

Gene expression analysis of control and NiPKO kidneys was performed using 4 samples per group, with the Affymetrix GeneChip Mouse Gene 2.0 ST microarray. Transcripts were considered significantly altered if having a p-values <0.05 and a fold-change of >1.2. Pathway enrichment analysis was performed using Babelomics [12] and the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [13]. KEGG terms were considered significantly enriched with a cut-off of p-values<0.05. Integrated System for Motif Activity Response Analysis (ISMARA) [14] was used to predict the core transcription factors driving the transcriptional changes observed in our gene expression array.

### Mitochondrial DNA (mtDNA) analysis

Analysis of mtDNA was performed similar to previous descriptions [15]. Frozen tissue was homogenized and DNA was extracted via a standard phenol/chloroform extraction protocol. DNA concentration was adjusted and the relative amount of mtDNA (primers against mtDNA D-loop region) to nuclear DNA (*Ndufv1* primers) was analyzed using Fast SYBR Green master mix (Applied Biosystems) on a StepOnePlus Real-Time PCR System (Applied Biosystems).

### Protein isolation and immunoblotting

Frozen tissues were homogenized in radioimmunoprecipitation assay (RIPA) buffer and after centrifugation at 13’000 g protein concentration of the supernatant was measured using the Bradford method (Biorad). Equal amounts of proteins were separated on SDS-PAGE under reducing conditions and transferred to a nitrocellulose membrane (Whatman). Proteins of interest were detected using the following primary antibodies: Mitoprofile (MS604, MitoSciences), NKCC2 (sc-133823, Santa Cruz Biotechnology), NCCT (sc-21554, Santa Cruz Biotechnology) and eEF2 (2332; Cell signaling). Densitometric analysis of immunoblots was performed on 6 individual samples using Image-J software and a representative selection from this group is presented in each figure.

### Histology

After extraction, kidneys were fixed in 4% paraformaldehyde/PBS at 4°C overnight. Kidneys were subsequently dehydrated, embedded in paraffin and 5 μm thick sections were cut using a microtome. For general histology, a Periodic Acid-Schiff (PAS) staining was performed according to the manufacturer’s instructions (PAS Kit, Sigma).

### Isolation of triglycerides from kidney

Triglycerides were isolated from snap-frozen kidney as previously described (Svensson et al., 2015). Briefly, frozen kidney tissue was homogenized in a 2:1 chloroform/methanol mixture. The organic phase was subsequently dried under N2, re-suspended and cleaned on a solid phase extraction column. Triglycerides were measured using a commercial enzymatic kit (TG PAP 150, BioMérieux) and normalized to the initial weight of the tissue used for extraction.

### Statistical analysis

All data are presented as means ± SEM. Unpaired student two-tailed t-test was used to determine differences between groups.

## Results

### Knockout of PGC-1α in renal tubular cells results in a mild salt-losing phenotype

To inactivate PGC-1α in the kidney, we generated nephron-specific inducible PGC-1α knockout (NiPKO) mice by crossing transgenic Pax8rtTA-(tetO-cre)-LC1 animals [8,9] with mice harboring floxed PGC-1α alleles (PGC-1αfl/fl) [10] (Fig 1A). Through administration of doxycycline (DOX), this system allows specific inactivation of PGC-1α in the complete renal tubule system while sparing the glomerulus [8]. Successful recombination of exon 3–5 of PGC-1α was confirmed in kidney from NiPKO mice after DOX-administration (Fig 1B). In line with a low *Pax8* expression in liver [8], we also detected recombination of PGC-1α in liver of NiPKO mice (Fig 1B). However, while PGC-1α mRNA expression was strongly diminished in the kidney, there was no significant reduction in PGC-1α transcript levels in the liver (Fig 1C). All other tissues tested showed unchanged PGC-1α mRNA levels between control and NiPKO mice (Fig 1C). The inactivation of PGC-1α in kidney did not affect expression of the related family members PGC-1β and PGC1-related coactivator (PRC) (Fig 1D), but resulted in significantly reduced transcript levels of known PGC-1α target genes such as estrogen related receptor α (ERRα) and citrate synthase (Cs) (Fig 1D). Next, the phenotype of the NiPKO mice was investigated in young mice (1 month after DOX administration) and aged mice (12 months after DOX administration). Inactivation of PGC-1α in kidney led to no significant changes in either body weight (Fig 1E) or relative kidney weight (Fig 1F) in either age category. Moreover, kidneys from NiPKO mice displayed normal histological features compared to control mice (Fig 1G, S1A and S1B Fig). Subsequently, we analyzed salt and water homeostasis and blood pressure in control and NiPKO mice. Inactivation of PGC- 1α in the kidney did not affect water intake or urine output in either young (Fig 2A) or aged (Fig 2B) NiPKO mice compared to control mice. Similarly, systolic and diastolic blood pressure was indistinguishable between the groups at these time points (Fig 2C and 2D). Interestingly, NiPKO mice displayed a significant increase in urinary sodium excretion when normalized to urinary creatinine excretion in both young (Fig 2E) and aged animals (Fig 2F). However, there was no significant difference for the urinary excretion of chloride, potassium and calcium or for proteins and urea (Fig 2E and 2F), or in plasma levels of sodium or any of the above-mentioned parameters (S2A and S2B Fig). The increased urinary sodium excretion was not connected to alterations in transcript levels of the epithelial Na+ channel α (ENaCα), ENaCβ or ENaCγ subunits in either young or aged mice (Fig 2G and 2H). Likewise, no differences in transcript (Fig 2G and 2H) or protein (Fig 2I and 2J) levels of the Na+-Cl− cotransporter (NCCT) or Na+-K+-Cl− cotransporter (NKCC2) were detected. These data indicate that NiPKO mice display a largely normal regulation of water intake, urine output and blood pressure, but display a mild sodium-losing phenotype in the basal state.

**Fig 1:**
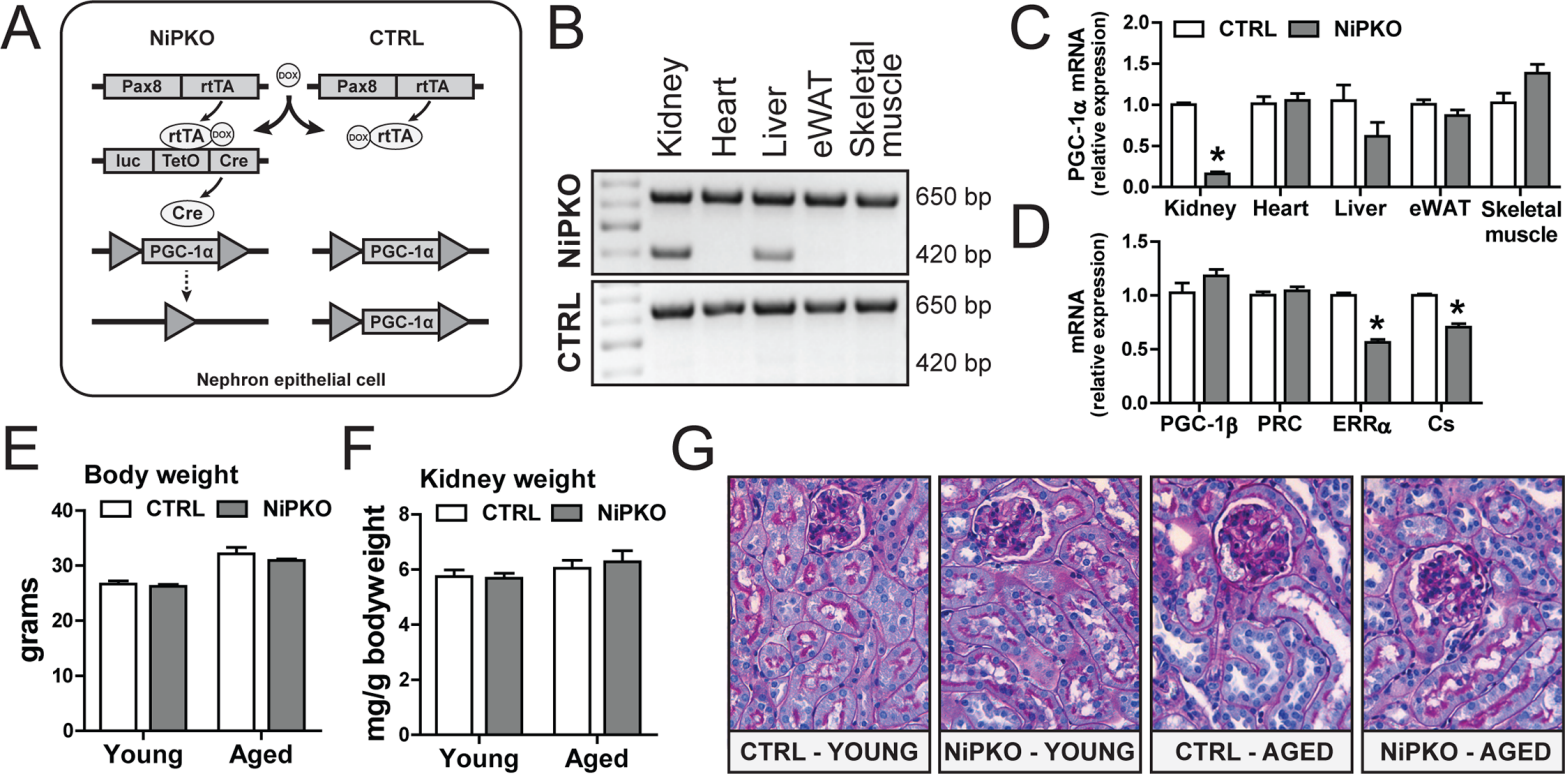
Kidney-specific inactivation of PGC-1α in NiPKO mice. (A) Nephron-specific inducible PGC-1α knockout (NiPKO) mice were generated by crossing transgenic Pax8rtTA-(tetO-cre)-LC1 mice with mice having two floxed PGC-1α alleles (PGC-1αfl/fl). Knockout was induced through doxycycline administration for 14 days. (B) Representative recombination PCR for PGC- 1α on DNA extracted from kidney, heart, liver, epididymal white adipose tissue (eWAT) and skeletal muscle. The amplified products for the wild-type and knockout alleles are approximately 650 bp and 420 bp, respectively. (C) mRNA levels of PGC-1α in kidney, heart, liver, eWAT and skeletal muscle, normalized to eukaryotic elongation factor 2 (eEF2) mRNA levels (n = 5–7). (D) mRNA levels of indicated genes in kidney normalized to eEF2 mRNA levels (n = 7–8). (E) Body weight and (F) average kidney weight normalized to body weight of mice at 1 and 12 months after doxycycline administration (n = 6–16). (G) Representative pictures of kidney histology at 1 and 12 months after doxycycline administration (n = 3). Error bars represent mean ±SEM. Significant differences (p-value <0.05) between genotypes are indicated by an asterisk (*).

**Fig 2:**
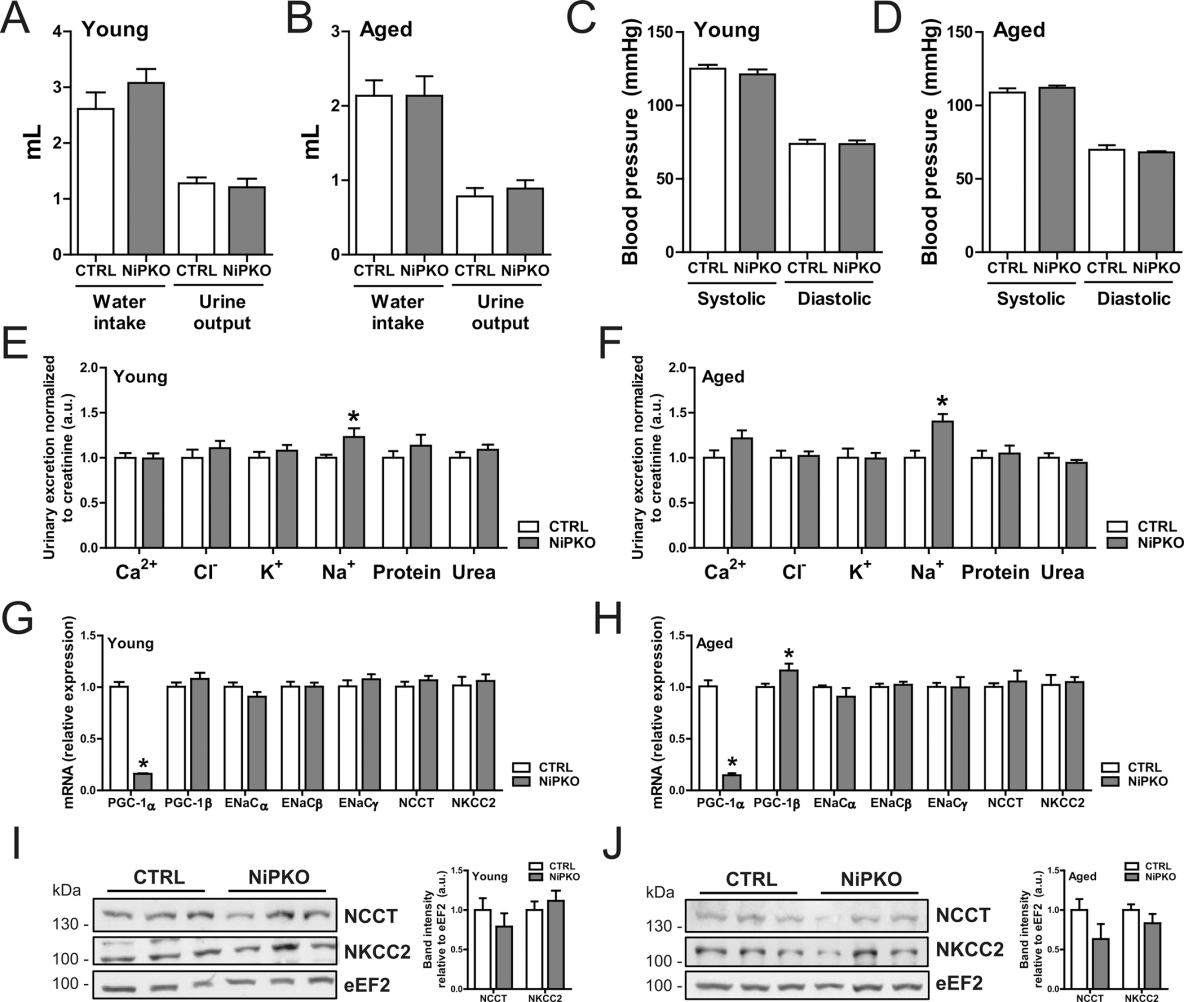
NiPKO mice display elevated sodium-excretion in urine. (A-B) Water intake and urine output in mice over 24 hours, at (A) 1 month and (B) 12 months after doxycycline administration (n = 8–13). (C-D) Systolic and diastolic blood pressure measured via tail-cuff photoplethysmography at (C) 1 month and (D) 12 months after doxycycline administration (n = 6–8). (E-F) Urinary levels of calcium (Ca2+), chloride (Cl-), potassium (K+), sodium (Na+), protein and urea over 24 hours, normalized to urinary excretion of creatinine, at (E) 1 month and (F) 12 months after doxycycline administration (n = 8–13). (G-H) mRNA levels of indicated genes in kidney normalized to *Tbp* mRNA levels, at (G) 1 month and (H) 12 months after doxycycline administration (n = 6). (I-J) Representative immunoblots of NCCT, NKCC2 and eEF2 in kidney. Bar graph shows quantification of band intensities of NCCT and NKCC2 relative to eEF2 (n = 6). Error bars represent mean ±SEM. Significant differences (p-value<0.05) between genotypes are indicated by an asterisk (*).

### Aged NiPKO mice cannot adapt their sodium excretion during low salt diet feeding

The small elevation in urinary sodium excretion in NiPKO mice indicates a role for PGC-1α in the maintenance of renal salt homeostasis. To test this notion, we exposed control and NiPKO animals to a dietary salt stress and assessed salt- and water homeostasis. Control and NiPKO mice were administered a standardized diet containing <0.02% NaCl (low salt diet, LSD) for 5 consecutive weeks, starting at either 1 or 12 months after DOX-administration. LSD-feeding did not affect body weight in either group (Fig 3A) and there was no significant difference in food intake (Fig 3B) or water intake (Fig 3C) between LSD-fed control and NiPKO mice. Interestingly, despite the mild salt-losing phenotype in the basal state (Fig 2E), young NiPKO mice could adapt their urinary sodium excretion to the same extent as control mice during LSD feeding (Fig 3D). Consequently, there were no differences in either urine output (Fig 3E) or urine-to-water ratio (Fig 3F) between young control and NiPKO mice with LSD feeding. In contrast to the young mice however, aged NiPKO mice displayed elevated urinary sodium levels (Fig 3D) with a concomitant elevated urine output (Fig 3E) and urine-to-water ratio (Fig 3F) in aged NiPKO mice compared to control mice with LSD feeding. Collectively, these data indicate that while young NiPKO mice can adapt their reabsorption of urinary sodium during a reduced dietary salt intake to the same extent as control mice, this process is impaired in aged NiPKO mice. Similar to chow-fed mice (Fig 2G and 2H), there were no differences in transcript levels of the sodium transporters ENaC (α/β/γ subunits), NCCT or NKCC2 between young or aged control and NiPKO mice (Fig 3G and 3H). Interestingly, while protein levels of NCCT and NKCC2 were comparable between young LSD-fed control and NiPKO mice (Fig 3I), aged NiPKO mice displayed significantly reduced renal protein levels of both NCCT and NKCC2 compared to control mice while the phosphorylated forms of NCCT and NKCC2 were not different between the groups at either age (Fig 3I and 3J). Importantly, the reduced levels of the renal sodium-transporters NCCT and NKCC2 in aged NiPKO mice could explain the salt losing phenotype specifically in this group. However, since transcription of the genes encoding these channels was unaltered (Fig 3G and 3H), the reduced protein levels of NCCT and NKCC2 is most likely an indirect effect of PGC-1α inactivation in aged mice.

**Fig 3:**
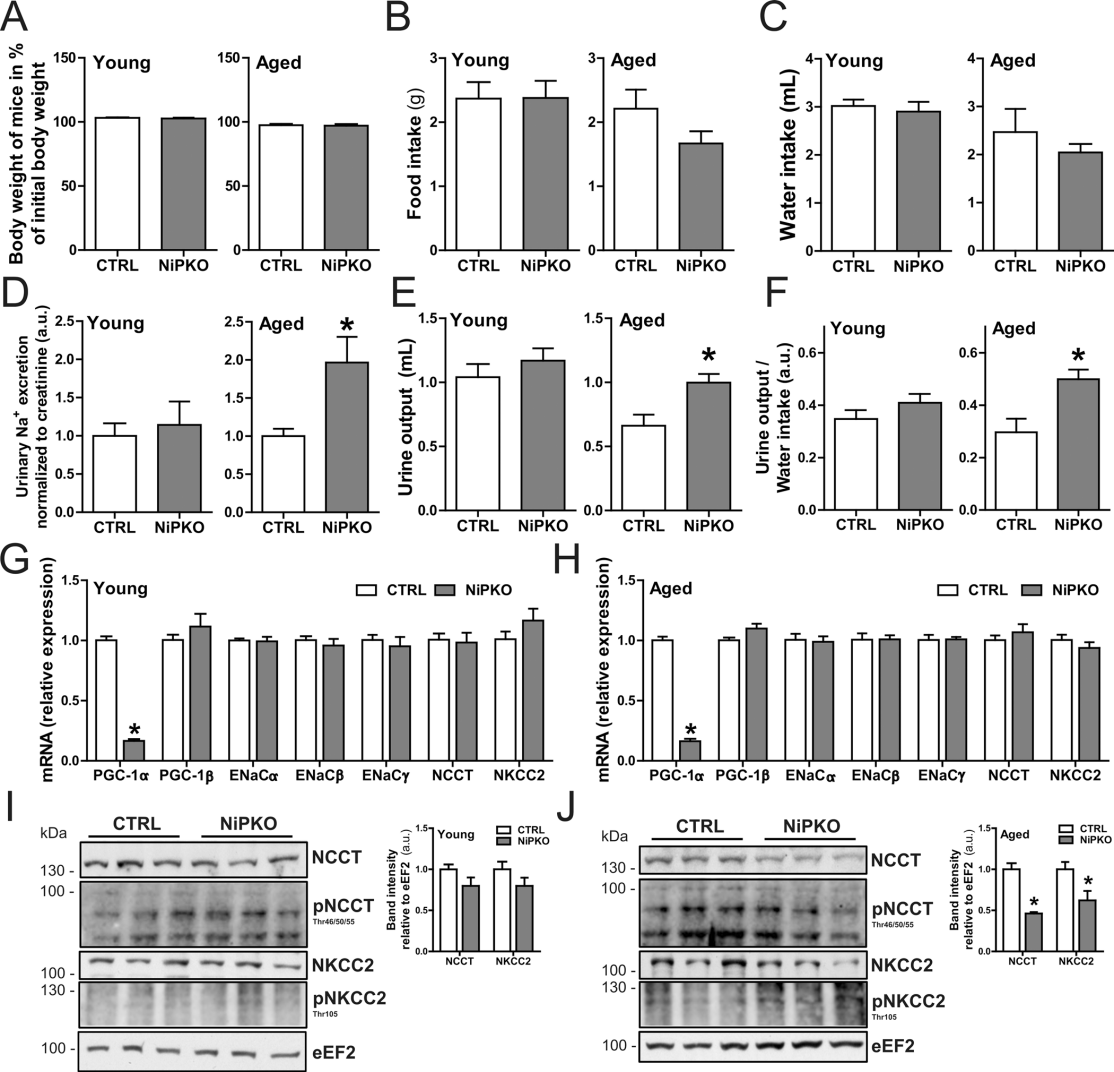
Aged NiPKO mice cannot adapt their salt- and water homeostasis to a reduced dietary salt intake. Control (CTRL) and NiPKO mice were fed a standardized diet containing <0.02% NaCl (low salt diet, LSD) for 5 weeks, starting at either 1 month or 12 months after doxycycline administration. (A) Body weight at end of LSD feeding period expressed as percentage of initial body weight (n = 6–8). (B) Food intake over 24 hours (n = 6–8). (C) Water intake over 24 hours (n = 6–8). (D) Urinary sodium (Na+) excretion normalized to urinary creatinine excretion (n = 6–8). (E) Urine output over 24 hours (n = 6–8). (F) Urine-to-water ratio over 24 hours (n = 6–8). (G-H) mRNA levels of indicated genes in kidney normalized to *Tbp* mRNA levels, at (G) 1 month and (H) 12 months after DOX administration (n = 6). (I-J) Representative immunoblots of NCCT, p-NCCT (Thr45/50/55), NKCC2, p-NKCC2 (Thr105) and eEF2 in kidney. Bar graph shows quantification of band intensities of total NCCT and NKCC2 relative to eEF2 (n = 6). Error bars represent mean ±SEM. Significant differences (p-value <0.05) between genotypes are indicated by an asterisk (*).

### PGC-1α regulates mitochondrial gene transcription in the kidney

PGC-1α is an important transcriptional regulator of mitochondrial and metabolic processes [6]. Consequently, we were interested in how inactivation of PGC-1α affects the renal transcriptome in mice fed a chow diet and in the context of high fat diet (HFD)-induced metabolic stress. Accordingly, starting one week after the end of the DOX administration, control and NiPKO mice were fed either a chow diet or a HFD (60 kcal% fat) for five months. At the end of this period, HFD-fed control and NiPKO mice were significantly heavier than the chow fed cohorts (Fig 4A). HFD-fed control and NiPKO mice gained a similar amount of weight and displayed no difference in body composition (Fig 4A and 4B). Moreover, systolic and diastolic blood pressure was unaltered between genotypes during HFD-feeding (Fig 4C). Similar to chow fed mice (Fig 2E and 2F), we could confirm the salt-losing phenotype in HFD-fed NiPKO mice (Fig 4D). Interestingly, HFD- fed NiPKO mice displayed enhanced urinary excretion not only of sodium, but also of chloride and calcium (Fig 4D). Despite the elevated levels of electrolytes in the urine, HFD-fed NiPKO mice displayed unaltered water intake and urine output compared to control mice (Fig 4E). Moreover, differences in food intake cannot account for the modulation of chloride and calcium (S3 Fig). Overall, HFD-feeding exacerbated the loss of ions in the urine, but did not significantly impact the overall ability of NiPKO mice to adjust their salt and water homeostasis and blood pressure regulation. Accordingly, the transcriptional regulation of several transporters by genotype or diet remains relatively mild (S4 Fig).

**Fig 4:**
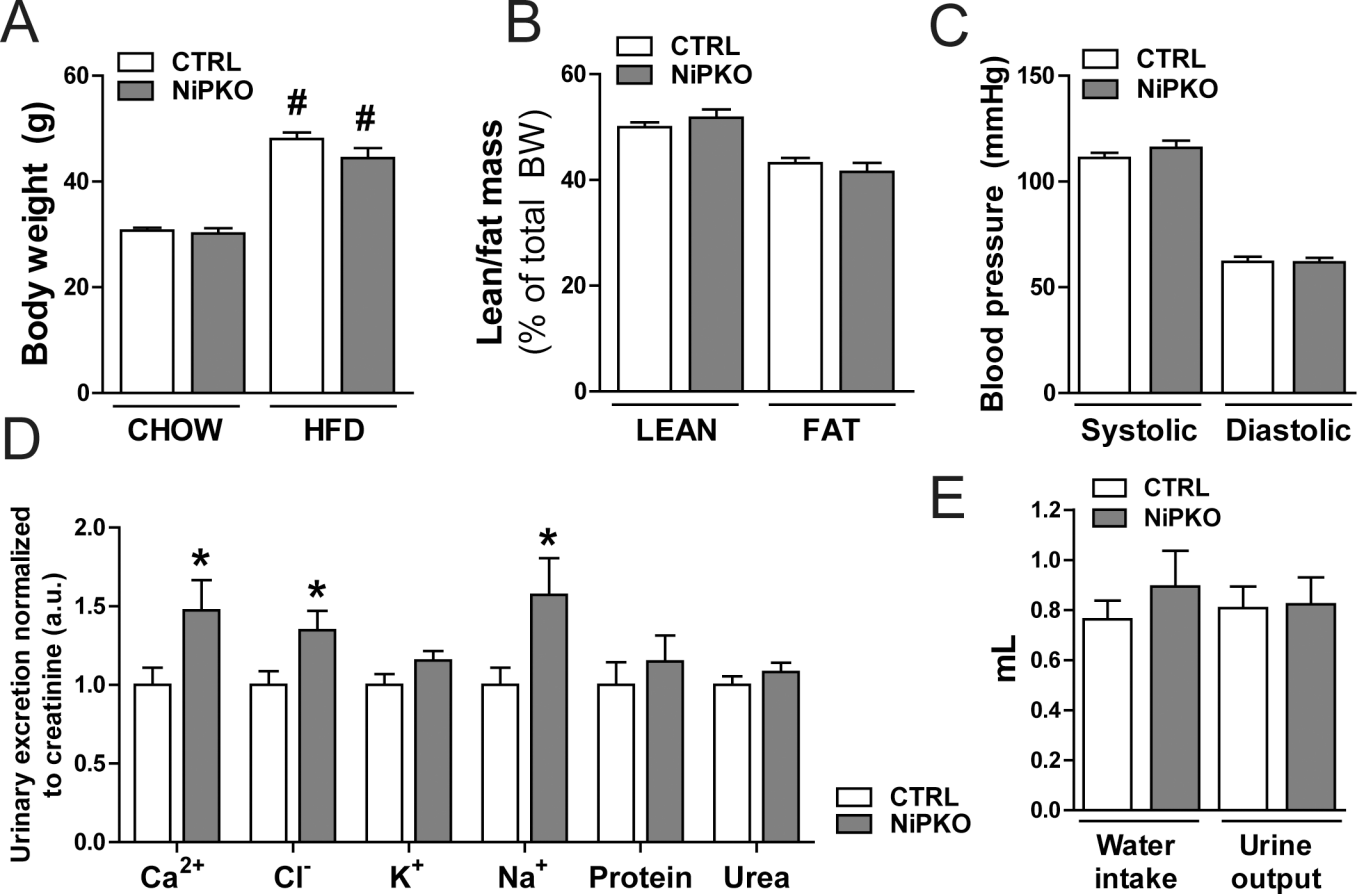
High fat diet-induced changes in control and NiPKO mice. Control (CTRL) and NiPKO mice were fed either a chow-diet (CHOW, 10 kcal% fat) or a high fat diet (HFD, 60 kcal% fat) for 5 months, starting at 2 weeks after DOX-administration. (A) Body weight at the end of chow or HFD feeding period (n = 10–15). (B) Body composition expressed as percentage lean and fat mass of total body weight of HFD-fed mice (n = 16). (C) Systolic and diastolic blood pressure measured via tail- cuff photoplethysmography of HFD-fed mice (n = 10). (D) Urinary levels of calcium (Ca2+), chloride (Cl-), potassium (K+), sodium (Na+), protein and urea over 16 hours, normalized to urinary excretion of creatinine, at the end of HFD feeding period (n = 9). (E) Water intake and urine output over 16 hours of HFD-fed mice (n = 15–16). Error bars represent mean ±SEM. Significant differences (p-value <0.05) between genotypes are indicated by an asterisk (*) and between chow- and HFD-fed groups by a number sign (#).

Next, we focused on changes in the renal transcriptome by performing a gene expression array on kidney from chow- and HFD-fed control and NiPKO mice. 

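Total RNA from whole kidney was measured on 16 Affymetrix whole-transcript mouse gene arrays, with 4 arrays for each of 4 groups. The groups were chow-fed control, chow-fed NiPKO, HFD-fed control and HFD-fed NiPKO mice. Whole kidney holds tubules, glomeruli, vessels and resident immune cells, while within the kidney the NiPKO deletion covers the renal tubule and spares the glomerulus. DOX was given at 0.2 mg/ml for 2 weeks from 12 weeks of age. The chow held 10 kcal% fat and the HFD 60 kcal% fat, fed for 5 months according to the paper and for 20 weeks according to the series' design text. The diets began 1 week after DOX in the text and 2 weeks after it in the legend of Fig 4. The labels call the samples biological replicates without tying each to an animal, so the p-values measure the spread between these samples.
The authors' values were already normalized between arrays. The submitters' processing notes name Partek, and the normalization is not given in the sources used here. Their log2 scale was read from their range of 2.07 to 13.8 and is not stated. Array medians lay between 5.35 and 5.4, and the correlation across probe sets between any pair of arrays between 0.9863 and 0.9917. Each of 22180 genes was represented by its brightest probe set among those annotated to a single gene symbol, with no filter on dim probe sets. One model with a mean for each group was fitted with limma, and its p-values were adjusted by the Benjamini-Hochberg method. Counts were taken at the paper's thresholds, an unadjusted p under 0.05 with a fold change over 1.2, and at an adjusted p under 0.05.
In addition, 45 lists of genes were fixed before the expression values were examined, but after the paper's figures and tables had been read. They cover pathways and cell types of the kidney. Each list with at least 3 measured genes was tested with limma's camera at a preset correlation between genes of 0.01, with adjustment over 44 lists. A list that kept its call when that correlation was estimated from the arrays is mostly described without that result. Where the call was lost, the estimated result is given. The estimate was often higher than 0.01, such as 0.15 for the citrate cycle and 0.16 for complex I. Camera p-values at the preset correlation can therefore be far too small. The number of arrays limits the precision of every value.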

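On the arrays, the Ppargc1a probe set (17448001) read higher in NiPKO kidney. Its log2 value was 9.68, 9.59, 9.56 and 9.6 in the 4 chow-fed control samples and 9.91, 10.18, 10.05 and 10.09 in the chow-fed NiPKO samples. The HFD-fed control samples read 9.57, 9.52, 9.45 and 9.32 and the HFD-fed NiPKO samples 9.96, 9.96, 10.07 and 9.96. Which exons the probe set covers was not analysed here, and a probe set outside the floxed exons checks nothing about the labels. The paper's other measures run the way of the labels, with the transcript strongly diminished (Fig 1C) and those of PGC-1α target genes reduced (Fig 1D and Fig 6A) by RT-qPCR, and with less ATP5A and UQCRC2 protein (Fig 6C and Fig 6D), which does not settle the labels of these arrays. In all array comparisons between genotypes, NiPKO and control kidney stand for the samples labelled so.
Outside the respiratory chain and the citrate cycle, the named genes that fell most in chow-fed NiPKO mice were Glod5 (probe set 17539979), with a log2 fold change of -2.5 (standard error 0.09, adjusted p = 2.4e-10 from limma), and the palmitoyltransferase gene Zdhhc23, at -1.12 (adjusted p = 9.9e-05 from limma). Pon3, a lactonase of the paraoxonase family, fell by 0.9, and Thap4 fell by 0.84 on the log2 scale. Falls were also seen for Ndrg2 at -0.83, Fastkd1, whose product acts on mitochondrial RNA, at -0.78, the aspartate aminotransferase gene Got1 at -0.74 and the mitochondrial creatine kinase gene Ckmt1 at -0.64, each with an adjusted p under 0.05 from limma. Upward, the carboxylesterase gene Ces1g had a log2 fold change of 1.83 (standard error 0.37, adjusted p = 0.019) and the secreted factor Angptl7 one of 1.65 (standard error 0.18, adjusted p = 0.00022). Aldh1l2, a mitochondrial enzyme of folate metabolism, rose by 1.33 and the carbonyl reductase gene Cbr2 by 1.2, and the mucin Muc1 was at 0.85 and the prostaglandin D synthase Ptgds at 0.77, each with an adjusted p under 0.05.
Altogether 464 genes were lower and 517 higher at the paper's thresholds, with a median size of 0.32 on the log2 scale, and 12 genes differed over 2-fold. The balance turned to 549 lower and 423 higher after median centring, and to 350 and 200 over the genes with a mean above the median of all genes. After adjustment, 216 genes were lower and 67 higher. Of the 981 genes, 567 had every NiPKO array on one side of every control array, and over all genes 7.44% were so separated, where chance gives 2.86%. With the arrays of the 2 groups alone 75 genes passed after adjustment, with the methods' t-test 47, and over the genes with a mean above the median of all genes 436. The adjusted count of 283 became 181 and 155 without chow control replicate 1 and 2, and 147 and 187 without chow NiPKO replicate 2 and 4.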

A total of 1013 unique genes (502 down, 511 up) were significantly changed in kidneys from chow-fed NiPKO mice compared to chow-fed control mice. For HFD- fed NiPKO mice compared to HFD-fed control mice, 825 genes (409 down, 416 up) were significantly changed (Fig 5A, S2 and S3 Tables). 

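In HFD-fed mice, Glod5 again had the smallest adjusted p of all genes, with a log2 fold change of -2.1 (standard error 0.09, adjusted p = 3.5e-09 from limma) between NiPKO and control kidney. Zdhhc23 at -0.71, Pon3 at -0.66, Ndrg2 at -0.76, Got1 at -0.7 and Ckmt1 at -0.74 were also lower, each with an adjusted p under 0.05. Tm6sf2, a gene of hepatic and intestinal lipoprotein secretion, fell by 0.78 (adjusted p = 0.0035 from limma), and the cytochrome P450 gene Cyp2d22 fell by 0.73. Among the named genes with an adjusted p under 0.05, the carbonic anhydrase gene Car3 rose most, by 1.95 (standard error 0.31, adjusted p = 0.0073), followed by Cyp2d12 at 1.55, the protease inhibitor Pzp at 1.28 and Angptl7 at 1.08. Mogat2, which acylates monoacylglycerol in triglyceride synthesis, rose by 0.86 and Pamr1 by 0.76.
In this comparison 397 genes were lower and 428 higher at the paper's thresholds, and after adjustment 132 lower and 51 higher. With quantile normalization the balance turned to 434 lower and 372 higher at those thresholds. The groups did not overlap for 468 of these 825 genes, and for 6.88% of all genes, against 2.86% by chance. On the arrays of the 2 groups alone 43 genes passed after adjustment, with the methods' t-test 8, with a trend and robust prior 281, and over the genes with a mean above the median of all genes 324. The adjusted count of 183 fell to between 57 and 117 when any HFD-fed array other than HFD control replicate 4 was left out.
The genes that differed between genotypes overlapped between the diets, in comparisons that share no arrays. Of the genes lower in NiPKO mice, 146 were lower on chow and on HFD, where independent lists would share 8.31 (Fisher's exact test, p = 2e-146), and 99 genes were higher on both, against 9.98 (p = 3.9e-70). Opposite directions were found for 5 and 9 genes. Fisher's exact test counts genes as independent, which they are not, and both comparisons take a gene's spread from the same fit. Its p-values can therefore be far too small. Across all genes, which are not independent replicates, the correlation between both sets of log2 fold changes was 0.27, and 705 of the 981 genes called on chow moved in the same direction on HFD.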

In control mice, 1065 unique genes (545 down, 520 up) were significantly altered with HFD-feeding while in NiPKO mice, the same comparison yielded 1041 significantly changed genes (505 down, 536 up) (Fig 5A, S2 and S3 Tables). 

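In control kidney, the named genes that changed with HFD feeding included several solute carriers and a gene of lipid synthesis. The 14 transporter genes that the paper measured by RT-PCR did not pass as a list in these mice (median -0.031, adjusted p = 0.27 from camera). Slc7a12, an amino acid transporter, rose by 2.85 on the log2 scale (standard error 0.53, adjusted p = 0.025 from limma), the mitochondrial carrier Slc25a25 by 1.0 and the pyruvate kinase gene Pklr by 0.74. Among the named genes, falls were largest for the organic anion transporter Slc22a7 at -2.79 (standard error 0.55, adjusted p = 0.031) and the fatty acid desaturase gene Scd1 at -2.24 (standard error 0.3, adjusted p = 0.011), ahead of the glucocorticoid-responsive Zbtb16 at -1.64 and Depp1 at -1.59. In NiPKO kidney Slc25a25 rose by 1.38 (standard error 0.21, adjusted p = 0.012), the acute phase genes Hp by 0.94 and Serpina3n by 0.9, the circadian deadenylase gene Noct by 0.89 and Tet2 by 0.69. Depp1 fell by 1.71 (adjusted p = 0.0042), the steroid-converting enzyme gene Akr1c18 by 1.64 and Angptl7 by 1.24. In NiPKO mice Slc7a12 had a log2 fold change of 2.49 (adjusted p = 0.059) and Slc22a7 one of -2.4 (adjusted p = 0.074), so that neither passed there, and their interactions with genotype had an adjusted p of 0.92 each.
In control mice 519 genes were lower and 511 higher on HFD at the paper's thresholds, and in NiPKO mice 491 lower and 501 higher. The share of higher genes was 49.6% in control mice, 31.3% after centring each array on its median, and 50.5% in NiPKO mice, 38.4% after quantile normalization. After adjustment 86 genes were lower and 39 higher in control mice, and 30 lower and 28 higher in NiPKO mice. These totals of 125 and 58 became 14 and 21 on the arrays of the 2 groups alone, 0 and 0 with the methods' t-test, 272 and 308 over the genes with a mean above the median of all genes, 216 and 189 with a trend and robust prior, and 130 and 125 with array weights. In control mice the adjusted total became 66, 25 and 50 without chow control replicate 2, 3 and 4, and 79, 27, 24 and 219 without HFD control replicate 1, 2, 3 and 4. In NiPKO mice the total became 105, 9, 17 and 37 without chow NiPKO replicate 1, 2, 3 and 4, and 35, 22 and 7 without HFD NiPKO replicate 2, 3 and 4.
The genes changed by HFD overlapped between genotypes. In both, 191 genes were lower, where independent lists would share 11.5 (Fisher's exact test, p = 3.2e-190), and 104 were higher, against 11.5 (p = 3e-69), with 1 and 8 genes in opposite directions. These p-values too count genes as independent and can be far too small. The interaction of genotype and diet, which tests whether the response itself differed, gave no gene at an adjusted p under 0.05 with limma. The smallest was 0.12, and 1828 genes had an unadjusted p under 0.05. Of 1274 genes past the paper's thresholds for the interaction, 35.5% were positive, a share that was 50.4% after median centring and 66.9% over the genes with a mean above the median of all genes.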

To elucidate the functional networks regulated by PGC-1α in kidney, we performed pathway enrichment analysis on differentially regulated transcripts in NiPKO compared to control mice, using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [13]. Terms associated with metabolic and mitochondrial processes, including *oxidative phosphorylation (mmu00190)*, *the citrate cycle (mmu00020)* and *glycolysis (mmu00010)* were significantly enriched amongst the downregulated genes in NiPKO mice both in the chow-fed and HFD-fed cohorts (Fig 5B and 5C, S4 Table). Additionally, the KEGG pathway enrichment analysis revealed terms such as *Parkinson’s disease (mmu05012)*, *Huntington disease (mmu05016)* and *Alzheimer’s disease (mmu05010)*, which contain many genes encoding mitochondrial proteins (e.g. cytochrome oxidase 7a1/*Cox7a1*, *ATP-synthase subunit 5h/Atp5h* and cytochrome c/*Cycs*) to be downregulated in NiPKOs (Fig 5B and 5C, S4 Table). Hence, inactivation of PGC-1α in kidney leads to a robust reduction in the transcription of genes associated with mitochondrial function and metabolism. In particular, in the KEGG-category *oxidative phosphorylation (mmu00190)*, many genes encoding proteins of the mitochondrial electron transport chain were down- regulated in both chow- and HFD-fed NiPKO mice compared to control mice (Fig 5D). 

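Genes of oxidative phosphorylation, the citrate cycle and glycolysis were lower in NiPKO kidney on both diets. Of 72 measured nuclear genes for subunits of the respiratory complexes and ATP synthase, all 72 were below control on chow, with a median log2 fold change of -0.25, and all 72 on HFD, with a median of -0.24. At the paper's thresholds 32 were lower on chow and 27 on HFD, none was higher, and 35 and 26 were lower at an adjusted p under 0.05 from limma. Adjusted over the list alone these numbers were 64 and 60. These genes pool 5 lists, for complexes I to IV and ATP synthase, of which each was lower by camera, with an adjusted p of at most 2.7e-07 on chow and 8.4e-07 on HFD. With an estimated correlation the adjusted p from camera was at most 0.0076 on chow and 0.0059 on HFD.
All 21 measured genes of the citrate cycle, which oxidizes acetyl-CoA, also lay below control on both diets. Their median was -0.28 on chow (adjusted p = 1.8e-33 from camera, 8e-04 with an estimated correlation) and -0.25 on HFD (adjusted p = 3.1e-30, 0.0013 with an estimated correlation). After adjustment 16 and 10 genes were lower, or 21 and 20 adjusted over the list alone. Idh3a, a catalytic subunit of the NAD-dependent isocitrate dehydrogenase (probe set 17517390), fell the most, by 0.98 on chow (standard error 0.08, adjusted p = 5.9e-06) and 0.88 on HFD (standard error 0.08, adjusted p = 2.8e-05). The malate dehydrogenase gene Mdh2 fell by 0.28 on each diet, and Dlst, of the oxoglutarate dehydrogenase complex, by 0.33 and 0.29.
Of 15 measured glycolysis genes, 5 were lower on chow and 4 on HFD after adjustment, and 9 and 7 adjusted over the list alone. The list median was -0.21 (adjusted p = 4.3e-10 from camera, 0.018 with an estimated correlation) and -0.19 (adjusted p = 1.7e-11, 0.013 with an estimated correlation). The phosphofructokinase gene Pfkm fell by 0.72 on chow and 0.47 on HFD, and Ldhb, a lactate dehydrogenase subunit, by 0.36 and 0.45. The paper had picked these pathways from the same arrays, so their direction here is not independent evidence.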

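Cox7a1, the heart and muscle isoform of a cytochrome oxidase subunit (probe set 17476288), had a mean log2 value of 8.92 ± 0.23 (SD, n = 4) in chow-fed control kidney and 7.19 ± 0.14 (SD, n = 4) in chow-fed NiPKO kidney. On HFD its values were 8.59 ± 0.12 (SD, n = 4) and 6.98 ± 0.44 (SD, n = 4). The log2 fold change between genotypes was -1.73 on chow (standard error 0.17, adjusted p = 5.9e-05 from limma) and -1.61 on HFD (adjusted p = 0.00019), which is 3.31-fold and 3.06-fold lower. Atp5h, a subunit of ATP synthase, fell by 0.27 (standard error 0.05, adjusted p = 0.0094) and 0.28 (adjusted p = 0.013). For Cycs, which encodes cytochrome c, the log2 fold change was -0.22 on chow (standard error 0.07, adjusted p = 0.19) and -0.25 on HFD (adjusted p = 0.17), so it did not pass after adjustment over all genes on either diet, and its fold changes of 1.16 and 1.19 lay under 1.2. Its 5 probe sets ranged from -0.4 to -0.05 on chow and from -0.53 to -0.17 on HFD, and the brightest was used. The citrate synthase gene Cs was at -0.31 (adjusted p = 0.018) and -0.26 (adjusted p = 0.061).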

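The reduction extended to the mitochondrial oxidation of fatty acids and, less evenly, to the breakdown of branched-chain amino acids, whereas genes of the mitochondrial genome did not pass as a list. Of 19 measured genes of mitochondrial β-oxidation, 3 were lower on chow and 2 on HFD after adjustment with limma, and 8 and 10 adjusted over the list alone. Their median log2 fold change was -0.13 on chow (adjusted p = 5.1e-09 from camera, 0.085 with an estimated correlation) and -0.21 on HFD (adjusted p = 6.8e-15). Etfa, a subunit of the flavoprotein that takes electrons from acyl-CoA dehydrogenases, fell by 0.31 on chow, and Etfdh, which passes them on to ubiquinone, by 0.27 on chow and 0.35 on HFD. This list too contains genes that the paper had picked on these samples. Of 23 genes of branched-chain amino acid degradation, 3 were lower on chow, among them Oxct1 at -0.43, which is also an enzyme of ketone body use. The list median was -0.14 on chow (adjusted p = 1.3e-09, or 0.051 with an estimated correlation) and -0.038 on HFD (adjusted p = 0.049, or 0.44 with an estimated correlation).
The 10 measured genes of oxidative phosphorylation encoded in mitochondrial DNA had a median of -0.0022 on chow (adjusted p = 0.6 from camera) and -0.013 on HFD (adjusted p = 0.4). On chow 1 of them, ND6 at -0.49 (adjusted p = 0.05 from limma), was lower at the paper's thresholds and when adjusted over the list alone, and none was on HFD. Marker genes of the proximal tubule, a segment rich in mitochondria, had a median of 0.033 and 0.02 over 28 genes, none of them past the paper's thresholds. On chow the medians were 0.0099 for the thick ascending limb (adjusted p = 0.86 from camera) and -0.093 for the distal convoluted and connecting tubule (adjusted p = 0.12), where 12 of 15 genes lay below control. On chow all 18 endothelial genes lay below control, with a median of -0.13 (adjusted p = 2.9e-06, or 0.059 with an estimated correlation). Of 15 genes of tubular injury 13 lay above it, with a median of 0.11 (adjusted p = 0.0011, or 0.2 with an estimated correlation) and the chaperone Clu at 0.49 (adjusted p = 0.016 from limma).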

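Genes of all 5 complexes were reduced. For complex I, which oxidizes NADH, 13 of 32 measured subunit genes were lower on chow and 7 on HFD at an adjusted p under 0.05 from limma, and 28 and 25 adjusted over the list alone. The median log2 fold change was -0.24 (adjusted p = 2.3e-30 from camera) and -0.23 (adjusted p = 8e-29). Ndufs1 was at -0.39 on chow (adjusted p = 0.00072) and Ndufa9 at -0.32 and -0.29 on the 2 diets. All 4 genes of complex II, the succinate dehydrogenase, lay below control, and 3 were lower on chow and 2 on HFD after adjustment, with Sdhd at -0.32 and -0.26. The medians were -0.28 (adjusted p = 2.7e-07) and -0.2 (adjusted p = 8.4e-07). At the paper's thresholds 3 of these genes were lower on chow and none on HFD.
For complex III, 6 of 8 genes were lower on each diet, with medians of -0.32 (adjusted p = 2.7e-15) and -0.28 (adjusted p = 4.6e-15). Uqcrfs1, the Rieske iron-sulfur protein, fell by 0.41 on chow and 0.33 on HFD, and Uqcrc1 by 0.33 and 0.32. For complex IV, 6 of 11 were lower on each diet, with medians of -0.32 (adjusted p = 2.7e-18) and -0.25 (adjusted p = 6.2e-16). Cox5a was at -0.39 and -0.44, and Cox4i1 at -0.38 on chow. For ATP synthase, 7 of 17 genes were lower on chow and 5 on HFD, with medians of -0.24 (adjusted p = 1.8e-18) and -0.26 (adjusted p = 8e-20) and Atp5g3 at -0.4 and -0.3. No gene of these lists was higher at the paper's thresholds. Adjusted over each list alone, 4, 8, 10 and 14 genes of complexes II, III, IV and ATP synthase were lower on chow and 4, 8, 8 and 15 on HFD, a count over genes that the paper had in part picked on these samples.

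**Figure D1:**
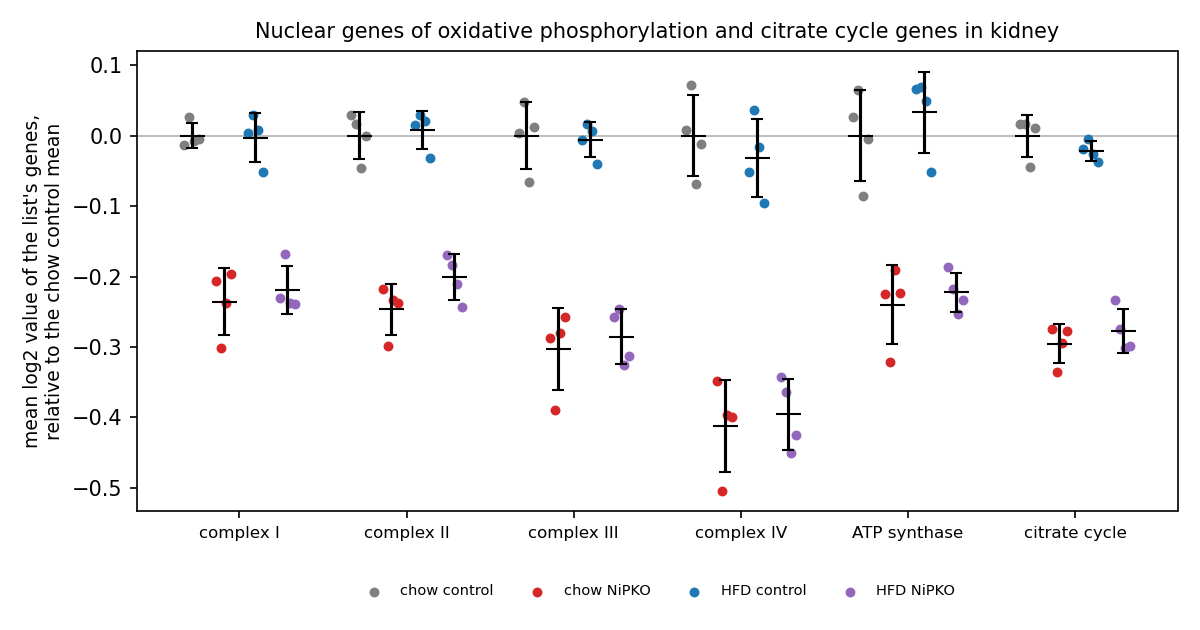
Mean log2 value of the measured genes of each list, shown for each array relative to the mean of the chow-fed control arrays (vertical axis, log2 units), for complexes I to IV, ATP synthase and the citrate cycle (horizontal axis) in the 4 groups. Points are the 4 arrays of a group, the bar their mean and the whiskers the SD. For the citrate cycle the control arrays lie between -0.045 and 0.017 and the NiPKO arrays between -0.335 and -0.234.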

We could furthermore validate the down-regulation of some selected mitochondrial oxidative phosphorylation components by RT-PCR (Fig 6A). Thus, in analogy to other tissues (Villena, 2015), PGC-1α is an important transcriptional regulator of mitochondrial genes also in the kidney. 

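Whether the fall of mitochondrial genes differed between the diets was tested with the interaction of genotype and diet. For the 72 nuclear genes of oxidative phosphorylation its median was 0.024 on the log2 scale (adjusted p of at least 0.42 from camera for each complex), for the citrate cycle 0.044 (adjusted p = 0.26 from camera) and for glycolysis -0.038 (adjusted p = 0.98). HFD feeding itself left the oxidative phosphorylation genes at a median of 0.0015 in control kidney and 0.024 in NiPKO kidney, with 1 gene and no gene higher at the paper's thresholds and none lower. Averaged over these genes, each of the 8 NiPKO arrays lay below each of the 8 control arrays, at -0.347 to -0.219 relative to the mean of the chow-fed control arrays against -0.056 to 0.044. From the KEGG terms found amongst the downregulated genes on both diets, together with the RT-PCR of selected components (Fig 6A), the paper concludes that PGC-1α controls the transcription of mitochondrial genes in the kidney as it does in other tissues.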

To investigate whether inactivation of PGC-1α affects mitochondrial biogenesis in the kidney, we then assessed mitochondrial DNA (mtDNA) content and mitochondrial protein expression in chow- and HFD-fed NiPKO and control mice, respectively. HFD-feeding reduced relative mtDNA content in the kidney, but there was no difference between genotypes (Fig 6B). On the other hand, there was a robust reduction in protein levels of ATP5A and UQCRC2 in the kidney of chow-fed (Fig 6C), HFD-fed (Fig 6D) and aged chow-fed (Fig 6E) NiPKO mice compared to control mice. In chow-fed and aged chow-fed mice, COX1 levels were also significantly reduced in NiPKO compared to control mice (Fig 6C and 6E), while NADH:ubiquinone oxidoreductase subunit B8 (NDUFB8) protein levels were specifically reduced in kidneys from HFD-fed NiPKO mice (Fig 6D). Other mitochondrial proteins tested were not significantly altered between control and NiPKO mice (Fig 6C–6E). Taken together, PGC-1α is important for the transcriptional regulation of metabolic and mitochondrial gene programs in the kidney. This leads to a reduction in protein levels of some, but not all mitochondrial oxidative phosphorylation components, and does not affect mitochondrial content in kidney, at least based on mtDNA levels.

**Fig 5:**
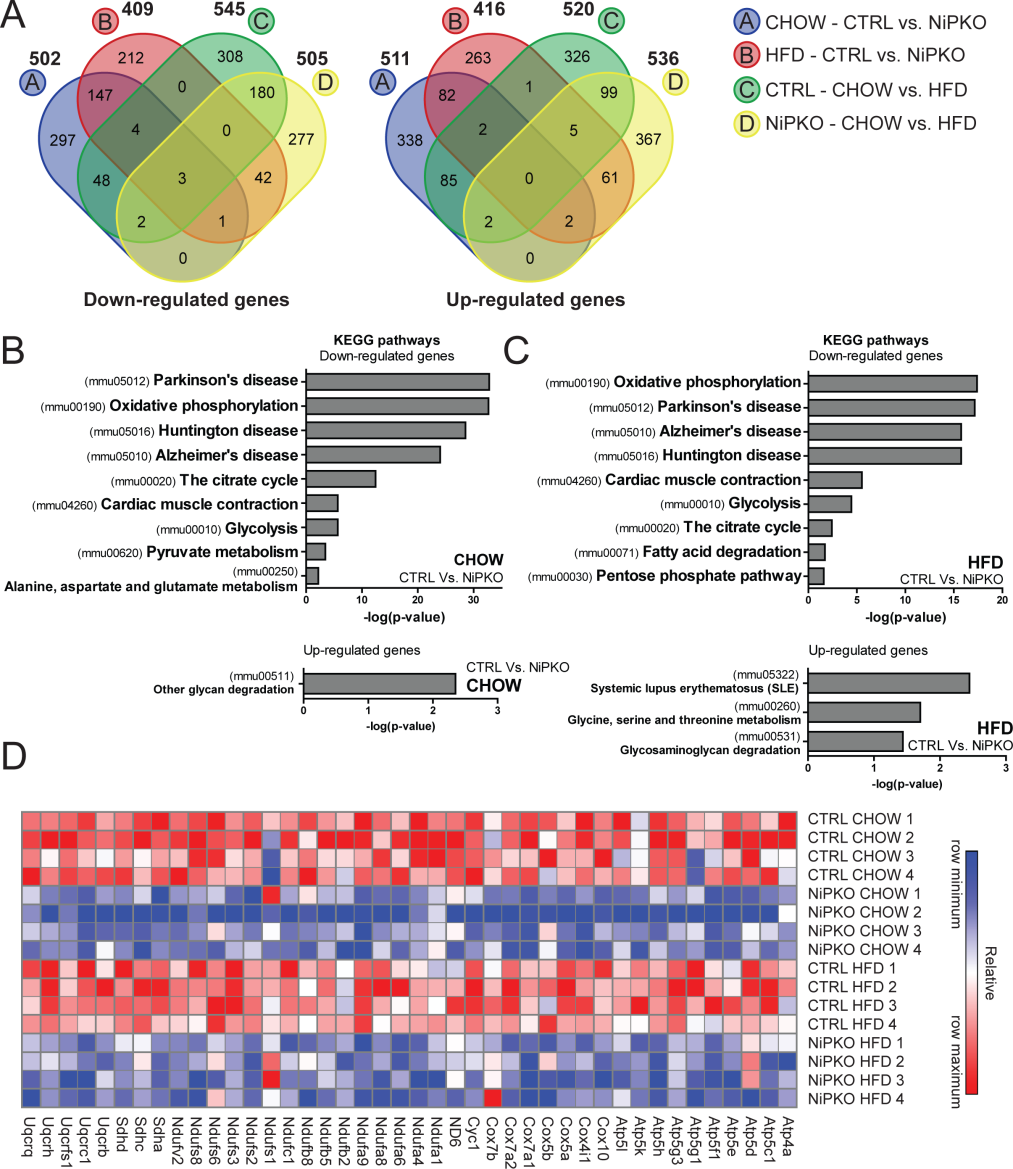
PGC-1α regulates transcription of mitochondrial and metabolic genes in kidney. (A) VENN diagrams displaying the number of unique or overlapping down- or up-regulated genes (p<0.05 and fold change >1.2 cut-off) in either chow- or HFD-fed control (CTRL) or NiPKO mice. (B-C) Top significant terms for KEGG pathway enrichment analysis of down- or up-regulated genes in kidneys from (B) chow- fed NiPKO mice compared to CTRL mice or in (C) HFD-fed NiPKO mice compared to CTRL mice. (D) Heat map generated using probe set intensities for transcripts associated with the KEGG-category “*Oxidative phosphorylation*” in Fig B and C, for CHOW and HFD-fed CTRL and NiPKO mice. Row minimum = -3, row maximum = 3 fold change.

**Fig 6:**
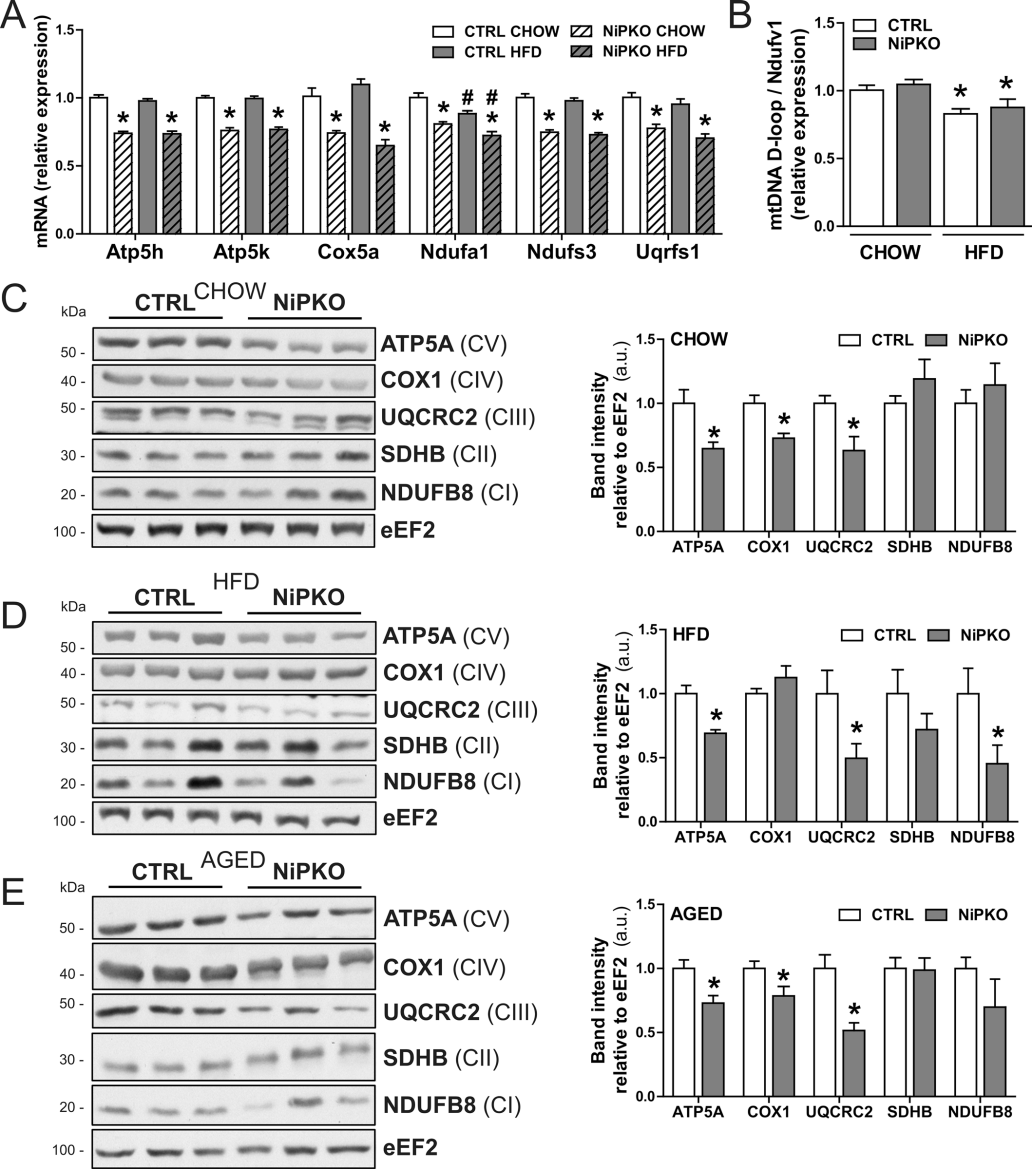
NiPKO mice display reduced levels of mitochondrial enzymes in kidney. (A) mRNA levels of indicated genes in kidney normalized to *eEF2* mRNA levels, in either CHOW- or HFD- fed control (CTRL) or NiPKO mice (n = 7–8). (B) Mitochondrial DNA (mtDNA) content expressed as the relative content of mtDNA D-loop compared to the nuclear *Ndufv1* gene (n = 7). (C-E) Representative immunoblots of ATP5A, COX1, UQCRC2, SDHB, NDUFB8 and eEF2 in kidney. Bar graph shows quantification of band intensities relative to eEF2 for either (C) chow-fed, (D) HFD-fed or (E) aged chow- fed CTRL and NiPKO mice (n = 6). CI, CII, CIII, CIV and CV represents subunits of electron transport chain complex I, II, III, IV and V, respectively. Error bars represent mean ±SEM. Significant differences (p-value <0.05) between genotypes are indicated by an asterisk (*) and between chow- and HFD-fed groups by a number sign (#).

### PGC-1α is important for adaptation of renal lipid metabolism with HFD feeding

To further elucidate the PGC-1α-regulated transcriptional network in kidney, we used Integrated Motif Activity Response Analysis (ISMARA) [14] to assess the core set of transcription factors (TF) that display altered activity with inactivation of PGC-1α. Interestingly, ERRα (ESRRA.p2) was amongst the top-scoring TF motifs with reduced activity in both chow-fed (S5A Fig) and HFD-fed (S5B Fig) NiPKO mice. 

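The transcript of ERRα itself (Esrra, probe set 17362111) had a mean log2 value of 7.91 ± 0.06 (SD, n = 4) in chow-fed control kidney and 7.77 ± 0.04 (SD, n = 4) in chow-fed NiPKO kidney. In the HFD-fed groups it was 8.05 ± 0.15 (SD, n = 4) and 7.78 ± 0.04 (SD, n = 4). Every NiPKO array lay below every control array on the same diet (exact permutation test, p = 0.029 for each diet, two-sided, the smallest p that 4 against 4 allow). The log2 fold changes of -0.14 on chow (adjusted p = 0.39 from limma) and -0.27 on HFD (adjusted p = 0.07) did not pass after adjustment over all genes. At the paper's thresholds Esrra was lower on HFD (fold change 1.21, unadjusted p = 0.00074 from limma) and not on chow (fold change 1.1). The paper's table of downregulated genes also lists it for HFD, and its RT-qPCR found the transcript reduced (Fig 1D). Of the related coactivator genes, Ppargc1b was at 0.08 and -0.02 and Pprc1 at -0.07 and 0.17 on chow and HFD, each with an adjusted p of at least 0.25 from limma. For Pprc1 the HFD-fed NiPKO arrays, at 6.18 to 6.28, all lay above the HFD-fed control arrays, at 6.03 to 6.12. Over 17 measured genes of the PGC-1 family and its transcription factor partners, the median was -0.067 on chow (adjusted p = 0.07 from camera) and -0.016 on HFD (adjusted p = 0.77). Motif activities, which ISMARA infers from the expression of genes that carry a binding site, were not analysed here.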

ERRα is a well- known partner of PGC-1α in the regulation of mitochondrial gene transcription [16], and impaired ERRα activity in both chow-fed and HFD-fed NiPKO animals (S5C Fig) likely contributes to the reduction in mitochondrial gene transcription in the kidney of these mice. Additionally, in chow-fed NiPKO mice, the recently described transcriptional partner of PGC-1α/ERRα, Krüppel-like factor 4 (KLF4) [17], was predicted to have reduced activity (S5A Fig). 

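Klf4 mRNA (probe set 17425401) had a log2 fold change of -0.19 between chow-fed NiPKO and control kidney (standard error 0.06, adjusted p = 0.21 from limma) and of -0.15 between the HFD-fed groups (adjusted p = 0.39), so that neither passed over all genes. The interaction of genotype and diet was 0.04 (adjusted p = 0.94).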

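The genes encoding NF-κB subunits and a fixed set of NF-κB target genes differed little between genotypes on either diet. Over 38 measured genes of this list the median log2 fold change between NiPKO and control kidney was 0.014 on chow (adjusted p = 0.86 from camera) and 0.051 on HFD (adjusted p = 0.13). On chow 2 genes were higher at the paper's thresholds, of which the chemokine gene Cxcl1 at 0.44 passed after adjustment (standard error 0.08, adjusted p = 0.011 from limma). On HFD none of the 38 genes was higher or lower at those thresholds. The subunit gene Rel was at -0.16 on chow (adjusted p = 0.54) and 0.21 on HFD (adjusted p = 0.42), and Rela at -0.04 and 0.08 (adjusted p = 0.81 and 0.64). The subunit gene Nfkb1 was not among the genes measured here. The paper's own table of upregulated genes lists it for HFD in NiPKO mice. Binding-site activity, the measure that ISMARA reports, was not analysed here.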

Inversely, nuclear factor κB (NF-κB) activity (NFKB1_REL_RELA.p2) was predicted to be specifically increased in HFD-fed (S5E Fig) but not in the chow-fed (S5D Fig) NiPKO mice compared to control animals. NF-κB is a central transcriptional regulator of the inflammatory gene program, which is upregulated in kidney during high fat diet feeding (Stemmer et al., 2012). Furthermore, in skeletal muscle cells, the transcriptional activity of NF-κB and pro- inflammatory gene expression is reduced by PGC-1α [18]. Accordingly, when comparing chow-fed to HFD-fed groups, NF-κB activity was predicted to be increased with HFD feeding in NiPKO mice, but not in control mice (S3C and S3D Fig). Thus, NF-κB activity seems to be induced in NiPKO mice upon HFD-feeding to a higher extent than in control mice (S3F Fig), which could indicate that there is a difference in the inflammatory response to HFD feeding between control and NiPKO mice.

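With HFD feeding, the NF-κB list shifted upward by a small amount in both genotypes. Its median log2 fold change was 0.055 in control mice (adjusted p = 0.027 from camera, or 0.36 with an estimated correlation) and 0.068 in NiPKO mice (adjusted p = 0.0018, or 0.29 with an estimated correlation). At the paper's thresholds 5 genes were higher in control mice and 9 in NiPKO mice, and none was lower in either. Adjusted over the list alone 2 genes were higher in control mice and 7 in NiPKO mice, which is not independent evidence because the paper derived NF-κB from the same arrays. In control mice Cxcl1 rose by 0.46 (standard error 0.08, adjusted p = 0.018 from limma), while the iron-binding lipocalin Lcn2 was at 0.94 (adjusted p = 0.089). In NiPKO mice the genes with the smallest p were the chemokine Cxcl10 at 0.55 (adjusted p = 0.096), the A20-binding inhibitor Tnip2 at 0.4, Rel at 0.35 (adjusted p = 0.11) and the adhesion molecule Vcam1 at 0.33. The call in control mice was lost without chow control replicate 4 (median 0.029) or HFD control replicate 1, 3 or 4 (0.018, 0.028 and 0.02), and with fry. Over the brighter genes, those with a mean above the median of all genes, the median of the list in control mice was -0.012 (adjusted p = 0.24 from camera).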

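The difference between both responses was itself small. Over the 38 NF-κB genes the interaction of genotype and diet had a median of 0.052 on the log2 scale (adjusted p = 0.54 from camera), with 24 genes above 0 and 14 below. Past the paper's thresholds 3 genes were positive and 2 negative, and none had an adjusted p under 0.05 from limma. Rel, at 0.37 (standard error 0.13, adjusted p = 0.52), responded more in NiPKO mice by its point estimate, and Cxcl1, at -0.61 (standard error 0.12, adjusted p = 0.23), more in control mice.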

Next, we analyzed the transcriptional networks affected by HFD feeding in the kidney of both genotypes via KEGG pathway enrichment analysis to investigate whether NiPKO mice display any alterations in their adaptation to a HFD compared to control mice. In regard to transcripts significantly down-regulated by HFD feeding, the term *steroid biosynthesis (mmu00100)* was significantly enriched in both NiPKO and control mice (Fig 7A and 7B, S5 Table). This indicates that this process is downregulated by HFD feeding in the kidney, but not further affected by the absence of PGC-1α. However, in line with the predicted increase in NF-κB activity, HFD-fed NiPKO mice displayed several KEGG terms enriched amongst their upregulated genes that were associated with inflammation and immune response, such as *primary immunodeficiencies (mmu05340)*, *the JAK/STAT pathway (mmu04630)* and *Toll-like receptor signaling pathway (mmu04620)* (Fig 7B, S5 Table). 

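The cholesterol synthesis pathway was lower in HFD-fed kidney of both genotypes. Of 16 measured genes of sterol biosynthesis 15 lay below chow in control mice, with a median log2 fold change of -0.27 (adjusted p = 1e-12 from camera, or 0.059 with an estimated correlation). In NiPKO mice 14 did, with a median of -0.23 (adjusted p = 1.2e-07, or 0.23 with an estimated correlation). At the paper's thresholds 9 genes were lower in control mice and 7 in NiPKO mice, and none was higher. Adjusted over all genes 3 and 0 were lower, and adjusted over the list alone 13 were lower and 1 higher in control mice and 10 were lower in NiPKO mice, of a pathway that the paper picked on these samples. In control mice Sqle, which makes squalene epoxide, fell by 0.87 (standard error 0.14, adjusted p = 0.013 from limma), Msmo1 by 0.75 and the farnesyl diphosphate synthase gene Fdps by 0.65. In NiPKO mice Fdps was at -0.53 (adjusted p = 0.059) and Nsdhl at -0.42 (adjusted p = 0.053).
Genes of fatty acid synthesis, which share regulation by SREBP proteins, fell as well. The list median was -0.2 in control mice (adjusted p = 3.6e-08 from camera, or 0.059 with an estimated correlation) and -0.15 in NiPKO mice (adjusted p = 5.1e-05, or 0.23 with an estimated correlation). Of 15 genes 4 were lower after adjustment in control mice, among them Fasn at -0.71, Srebf1 at -0.44 and the desaturase Fads1 at -0.63, and in NiPKO mice 1 was, Fads1 at -0.63 (adjusted p = 0.0085 from limma). Insig1, a sterol-responsive gene outside the pathway, fell by 0.76 in control mice (adjusted p = 0.015).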

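For the sterol biosynthesis genes the interaction of genotype and diet had a median of 0.057 on the log2 scale (adjusted p = 0.3 from camera), with 11 genes above 0 and 5 below and 1 gene, higher, past the paper's thresholds. Between genotypes the list median was 0.0027 on chow (adjusted p = 0.97) and 0.13 on HFD (adjusted p = 0.068). Dhcr7, which catalyses the last step to cholesterol, was lower in NiPKO kidney on chow, at -0.28 (adjusted p = 0.043 from limma), and on HFD, at -0.29 (adjusted p = 0.046).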

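The genes that the paper lists under these 3 immune terms had been selected because they passed in these NiPKO samples, so their counts are not independent evidence. At the paper's thresholds 5 of 6 measured genes of primary immunodeficiencies, 9 of 10 of the JAK/STAT pathway and 6 of 6 of Toll-like receptor signaling were higher on HFD in NiPKO mice, with medians of 0.33, 0.38 and 0.39 on the log2 scale. None had an adjusted p under 0.05 from limma. The B cell receptor component Cd79a was at 0.48, the interleukin receptor Il7r at 0.52, the transcription factor Jun at 0.55 (adjusted p = 0.089), the cytokine signaling inhibitor Socs2 at 1.25 and leptin (Lep), a ligand made by fat cells, at 0.99 (adjusted p = 0.061).
Lists fixed beforehand for immune cells gave smaller shifts. In NiPKO mice the 15 genes of B cells and plasma cells had a median of 0.18 (adjusted p = 0.016 from camera, or 0.47 with an estimated correlation) and the 27 interferon-stimulated genes one of 0.11 (adjusted p = 0.048, or 0.49 with an estimated correlation), with 4 and 3 genes higher at the paper's thresholds and none lower. Genes of macrophages and dendritic cells, at a median of 0.062 (adjusted p = 0.16), and of T and NK cells, at 0.031 (adjusted p = 0.61), did not pass with camera. Of the macrophage and dendritic cell genes 5 were higher and none lower at the paper's thresholds (adjusted p = 0.001 from Fisher's exact test), and 2 T and NK cell genes were higher and none lower (adjusted p = 0.14 from Fisher's exact test). Endothelial genes moved with them, with a median of 0.15 over 18 genes (adjusted p = 2.1e-05, or 0.23 with an estimated correlation) and Clec14a at 0.49. The 18 adipocyte genes also had a median of 0.15 (adjusted p = 0.072 from camera and 2.1e-05 from Fisher's exact test). Of these 6 were higher and 1 lower at the paper's thresholds.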

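In control mice the response of these genes to HFD was lower. The medians were 0.01 for the genes of primary immunodeficiencies, 0.05 for the JAK/STAT pathway and 0.11 for Toll-like receptor signaling, and 0, 2 and 1 genes were higher at the paper's thresholds. The interaction of genotype and diet, which tests the difference between both responses, had medians of 0.28, 0.36 and 0.29, with 2 genes of each term past the paper's thresholds and none at an adjusted p under 0.05 from limma. Genes chosen because they passed in NiPKO mice favour a difference of this sign. Among the fixed lists, B cell genes had a median of 0.2 in control mice (adjusted p = 0.014 from camera, or 0.36 with an estimated correlation) and interferon-stimulated genes one of 0.037 (adjusted p = 0.63). Their interactions were 0.048 (adjusted p = 0.93) and 0.063 (adjusted p = 0.3). Acute phase and complement genes had a median of 0.18 over 19 genes in control mice (adjusted p = 0.0041 from camera, or 0.18 with an estimated correlation) and 0.051 in NiPKO mice (adjusted p = 0.092 from camera). None passed adjustment over all genes with limma in control mice, and 2 did in NiPKO mice. At the paper's thresholds 5 of these genes were higher and 1 lower in control mice (adjusted p = 0.00031 from Fisher's exact test), and 4 were higher and 1 lower in NiPKO mice (adjusted p = 0.0033). Their interaction was -0.086 (adjusted p = 0.68).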

Importantly, none of these terms were found associated with the upregulated transcripts in HFD-fed control mice (Fig 7A, S5 Table). Contrariwise, the two most significant KEGG terms for the upregulated genes in HFD-fed control mice, *PPAR signaling pathway (mmu03320)* and *fatty acid degradation (mmu00071)* (Fig 7A), were not enriched amongst the up- regulated processes in NiPKO mice (Fig 7B). 

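Target genes of PPARα, the nuclear receptor that senses fatty acids, rose with HFD in control kidney. Of 42 measured targets with a role in lipid metabolism 35 lay above chow, with a median log2 fold change of 0.25 (adjusted p = 1.2e-11 from camera, or 0.24 with an estimated correlation), and 17 were higher and none lower at the paper's thresholds. Adjusted over all genes 3 were higher, and adjusted over the list alone 22 were higher and 1 lower, of a list whose members the paper had in part picked on these samples. Ech1, an auxiliary enzyme of β-oxidation, rose by 0.32 (adjusted p = 0.037 from limma) and Eci1 by 0.49 (adjusted p = 0.037). In NiPKO kidney 30 of the 42 lay above chow, with a median of 0.07 (adjusted p = 0.11 from camera). At the paper's thresholds 4 genes were higher there and 1 lower. This median became 0.012 to 0.11 over single arrays left out, and the list passed without chow NiPKO replicate 1, chow NiPKO replicate 4 or HFD NiPKO replicate 2.
The genes that the paper lists under PPAR signaling pathway were chosen because they passed in these control mice. At the paper's thresholds 10 of 11 were higher in control mice and 2 in NiPKO mice, with medians of 0.38 and 0.17. By sign alone, 10 lay above chow in control mice and 8 in NiPKO mice. Under fatty acid degradation 7 of 7 and 0 were higher at those thresholds, with medians of 0.38 and 0.18, and 7 and 5 lay above chow. Both terms include the transcription factor genes Sox10 and Spib, which the paper's table lists there. At the paper's thresholds both genes were higher in control and not in NiPKO mice. By point estimate Sox10 was at 0.34 in control and -0.09 in NiPKO mice, while Spib was above chow in both, at 0.38 and 0.24. Their interactions of genotype and diet were -0.43 (adjusted p = 0.45 from limma) and -0.15 (adjusted p = 0.84), so neither passed over all genes.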

Within the KEGG-categories *PPAR signaling pathway* and *fatty acid degradation*, we found several genes associated with lipid metabolism that were induced by HFD feeding in control mice, but not in NiPKO mice (e.g. acetyl-CoA acyltransferase 2/*Acaa2*, apolipoprotein A2/*Apoa2*, fatty acid binding protein 1/*Fabp1*) (Fig 7C). Collectively, this indicates that induction of lipid metabolic processes with HFD-feeding in kidney is dependent on PGC-1α. 

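Acaa2, the thiolase that completes mitochondrial β-oxidation (probe set 17351811), rose by 0.43 on the log2 scale with HFD in control mice (standard error 0.09, adjusted p = 0.033 from limma). In NiPKO mice its log2 fold change was 0.22 (adjusted p = 0.28), and the difference between both, the interaction, was -0.22 (standard error 0.12, adjusted p = 0.67). Apoa2 was at 0.32 in control mice (standard error 0.1, adjusted p = 0.15) and 0.16 in NiPKO mice (adjusted p = 0.5), with an interaction of -0.16 (adjusted p = 0.78). Fabp1, which carries fatty acids in the cytosol, had a mean log2 value of 3.75 ± 0.06 (SD, n = 4) in chow-fed control and 4.62 ± 0.71 (SD, n = 4) in HFD-fed control kidney, a difference of 0.86 (adjusted p = 0.18). In NiPKO mice its values were 3.77 ± 0.23 (SD, n = 4) and 4.22 ± 0.46 (SD, n = 4), a difference of 0.45 (adjusted p = 0.5), and the interaction was -0.41 (adjusted p = 0.81). Each of the 3 genes rose less in NiPKO mice by its point estimate, and no interaction passed over all genes.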

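Whether the response of lipid genes depended on genotype was tested with the interaction. For the 42 PPARα targets its median was -0.16 on the log2 scale, with 38 genes below 0 (adjusted p = 9.7e-05 from camera, 0.86 with an estimated correlation, 0.71 with fry and 1 with Fisher's exact test), and 2 genes were negative past the paper's thresholds and none passed after adjustment with limma. The members with the smallest p included Acaa1b at -0.69 (adjusted p = 0.53) and Apoc3 at -0.6, while the omega-hydroxylase Cyp4a14 had the widest spread, at -1.89 (standard error 0.91, adjusted p = 0.62). Among HFD-fed mice 39 of the 42 targets lay below control in NiPKO kidney, with a median of -0.22 (adjusted p = 1.1e-13 from camera, or 0.098 with an estimated correlation) and 12 genes lower at the paper's thresholds. On chow the median was -0.014 (adjusted p = 0.14). For mitochondrial β-oxidation genes the response to HFD was 0.12 in control mice (adjusted p = 0.007, or 0.44 with an estimated correlation) and 0.062 in NiPKO mice (adjusted p = 0.21), and their interaction was -0.049 (adjusted p = 0.33). Adipocyte markers moved as well, with a median of 0.21 between genotypes on HFD over 18 genes (adjusted p = 0.0009, or 0.16 with an estimated correlation).

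**Figure D2:**
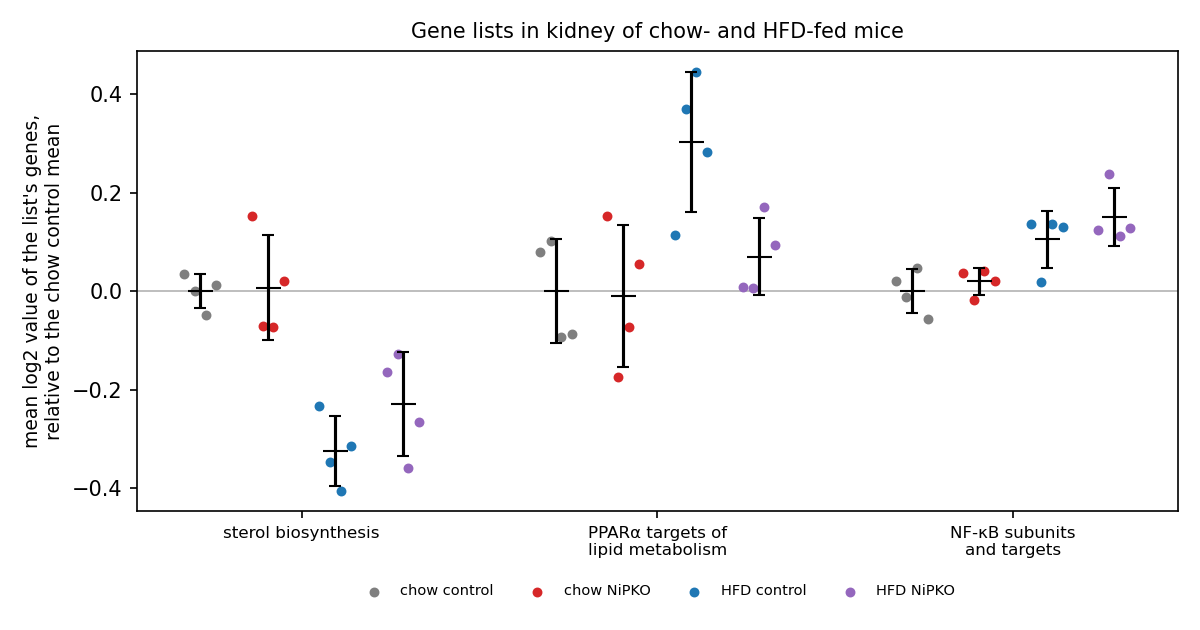
Mean log2 value of the measured genes of 3 lists, shown for each array relative to the mean of the chow-fed control arrays (vertical axis, log2 units), in the 4 groups. Points are the 4 arrays of a group, the bar their mean and the whiskers the SD. For sterol biosynthesis the chow-fed arrays lie between -0.073 and 0.152 and the HFD-fed arrays between -0.405 and -0.128.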

Since one of the main upregulated terms in HFD-fed control mice was *PPAR signaling pathway*, we measured transcript levels of the peroxisome proliferator-activated receptors (PPAR) in kidney of control and NiPKO mice. Interestingly, while neither PPARβ/δ nor PPARγ were induced, PPARα transcript levels were increased in the kidney of HFD-fed mice (Fig 7D) and this induction of PPARα was blunted in HFD- fed NiPKO mice (Fig 7D). Accordingly, a similar transcriptional pattern could be observed for several PPARα target genes involved in fatty acid metabolism (Fig 7E), since HFD feeding led to an increased transcription of acyl-CoA thioesterase 2 (*Acot2*), *Acot3*, solute carrier family 25 (carnitine/acylcarnitine translocase) member 20 (*Slc25a20*), acyl-CoA dehydrogenase very long chain (*Acadvl*) and acyl-CoA dehydrogenase long chain (*Acadl*) in kidneys of control mice, and this induction was again blunted in NiPKO mice (Fig 7E). Importantly, triglyceride levels were significantly elevated in kidney of HFD-fed NiPKO mice compared to control mice (Fig 7F) indicating that the reduced transcription of fatty acid metabolism in kidney of NiPKO mice was indeed associated with alterations in renal lipid handling. Thus, PGC-1α is important for the adaptation of renal lipid metabolism in response to HFD feeding, and inactivation of PGC-1α in the kidney exacerbates renal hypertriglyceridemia and subsequent inflammation during HFD feeding.

**Fig 7:**
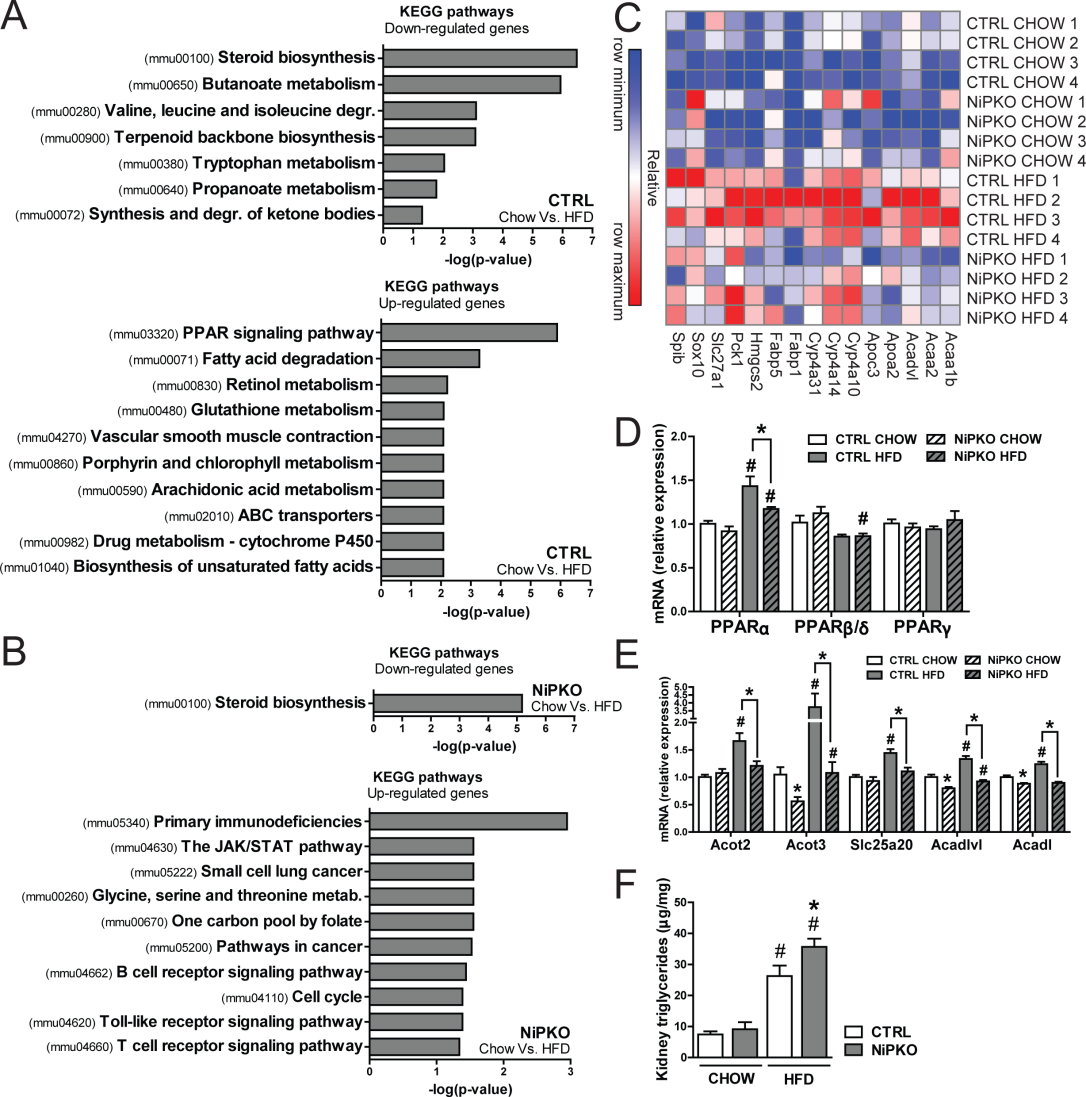
NiPKO mice develop exacerbated renal steatosis with high fat diet-feeding. KEGG pathway enrichment analysis performed on gene expression array data from kidney from either CHOW or HFD-fed control (CTRL) or NiPKO mice. (A-B) Top significant terms for KEGG pathway enrichment analysis of transcripts either down- or up-regulated with HFD-feeding in (A) CTRL or (B) NiPKO mice. (C) Heat map generated using probe set intensities for transcripts associated with the KEGG-categories “*PPAR signaling pathway*” and “*Fatty acid degradation*” in figure A, for CHOW- and HFD-fed CTRL or NiPKO mice. Row minimum = -10, row maximum = 10 fold change. (D-E) mRNA levels of indicated genes in kidney normalized to eEF2 mRNA levels, in CHOW or HFD-fed CTRL or NiPKO mice (n = 7–8). (F) Triglycerides in kidney from CHOW- and HFD-fed CTRL or NiPKO mice (n = 6–8). Error bars represent mean ±SEM. Significant differences (p-value <0.05) between genotypes are indicated by an asterisk (*) and between chow- and HFD-fed groups by a number sign (#).

## Discussion

The kidney has a high energy demand and relies almost exclusively on oxidative phosphorylation for ATP production [2,3]. The importance of mitochondria for renal function is underscored by the prevalence of renal dysfunction in mitochondrial cytopathies [2,4,5]. Additionally, mitochondrial dysfunction is a hallmark sign of several renal disorders [19,20,21,22]. PGC-1α is a key regulator of mitochondrial oxidative phosphorylation and oxidative metabolism [6]. Surprisingly, despite the importance of mitochondrial energy metabolism for renal function, relatively little is known about how PGC-1α influences renal function and physiology. We now demonstrate that PGC-1α is an important transcriptional regulator of mitochondrial gene programs in kidney, such as oxidative phosphorylation, TCA cycle and fatty acid metabolism. However, despite the role of PGC-1α in transcriptional regulation of mitochondrial genes, inactivation of PGC-1α in the kidney had only minor effects on the regulation of blood pressure and salt- and water homeostasis. Notably, NiPKO mice displayed a mild loss of sodium in the urine, and this phenotype was exacerbated in aged NiPKO mice upon dietary sodium restriction. Aging is associated with a reduced ability to retain sodium during salt depletion in humans [23], and with reduced renal PGC-1α levels in mice [24]. Thus, our study provides a potential link between reduced PGC-1α levels and the reduced capacity to reabsorb sodium with age. While the underlying mechanism(s) needs to be elucidated, we can demonstrate that inactivation of PGC-1α in kidney leads to decreased protein levels of the sodium transporters NKCC2 and NCCT in kidney during low-salt diet feeding. Even though the phosphorylation status of these two proteins remains unchanged, reduced levels of the two important sodium channels during LSD-feeding could explain the urinary loss of sodium with ablation of renal PGC-1α. However, without a more detailed segmental study, it is unclear how PGC-1α is involved in the function of different parts of the nephron. A rudimentary expression analysis using microdissected nephron segments indicates a relatively high expression of PGC-1α in different parts of the tubulus, at least compared to transcript levels in the glomerulus (S6 Fig). Intriguingly, a gradient towards increasing expression of PGC-1α in the distal direction of the tubulus is observed, which could be linked to the salt-losing phenotype in the knockout mice.

The importance of renal PGC-1α for the transcriptional regulation of mitochondrial and metabolic processes in kidney is in agreement with the effect of PGC-1α in other organs, such as brown adipose tissue, skeletal muscle and heart [25]. Importantly, the similarities in transcriptional profiles between these tissues could result not only from high basal expression of PGC-1α, but could also be due to the expression of the same TF partners of PGC-1α relevant for mitochondrial transcription, such as nuclear respiratory factor 1 (NRF1), mitochondrial transcription factor A (TFAM) and ERRα. Indeed, renal ERRα levels equal those of brown adipose tissue and heart and exceed the levels in skeletal muscle [26,27]. Based on motif activity response analysis of our gene expression data, we predicted a significant blunting of ERRα transcriptional activity in our NiPKO mice. ERRα is an established partner of PGC-1α in the regulation of mitochondrial gene transcription [16], and reduced activity ERRα correlates with the impaired transcription of mitochondrial genes when PGC-1α is ablated in kidney. We also predicted a significant reduction of KLF4 transcriptional activity in kidney of NiPKO mice. KLF4 was recently shown to be an essential component of the transcription of mitochondrial genes via PGC-1α and ERRα in heart [17]. Thus, KLF4 could likewise be a novel regulator of mitochondrial gene transcription working together with PGC-1α in the kidney. Furthermore, in our analysis, nuclear receptor 5A1 (NR5A1) and zinc finger protein 143 (ZNF143) were predicted to have a reduced transcriptional activity in NiPKO mice, and these TFs have been either shown or at least predicted to be transcriptional partners of PGC-1α [28,29]. Interestingly, ISMARA analysis implies both NR5A1 and ZNF143 to regulate mitochondrial gene transcription in our dataset (data not shown). However, further studies are needed to elucidate the potential role of these TFs as transcriptional partners of PGC-1α-mediated mitochondrial gene transcription in kidney.

Mitochondrial dysfunction and decreased ATP production are associated with reduced renal function and impaired transtubular transport [4,5]. Despite the inactivation of PGC-1α in kidney and the reduction in mitochondrial transcription, NiPKO mice displayed a largely normal renal phenotype. It is important to note that the effect of PGC-1α inactivation on mitochondrial protein content in our study was moderate, which in turn could explain the mild phenotype. One likely explanation for this could be that the related family member PGC-1β could compensate for the loss of PGC-1α in NiPKO mice, especially since redundancy between PGC-1α and PGC-1β on mitochondrial gene transcription has been previously shown in skeletal muscle [30]. Another explanation for this observation would be that the role of PGC-1α in kidney is more prominent during states of increased metabolic stress, as we demonstrated in the context of HFD feeding, but also in other renal disease states. Indeed, several etiologically distinct renal disorders, such as diabetic nephropathy, ischemia/reperfusion injury and sepsis are associated with reduced mitochondrial function [19,20,21,22] and reduced levels or activity of PGC-1α in the kidney [22,31,32]. The link between PGC-1α and renal disease was recently explored in two studies by Tran et al. [22,33], where the authors show that deletion of PGC-1α specifically in the renal proximal tubules leads to a worsened renal phenotype in mice during acute ischemic kidney injury [22] while overexpression of PGC-1α helps to protect against damage [33]. Recent studies have also shown that treatment with the SIRT1-activator SRT1720 [20] or calorie restriction [31], which are linked to increased PGC-1α activation, improves the renal mitochondrial phenotype and reduces ischemia/reperfusion injury in mice. Moreover, overexpression of PGC-1α in cultured proximal tubule cells protects against both TNFα- [22] and aldosterone-induced [32] mitochondrial dysfunction. Hence, while our current study demonstrates a minor role for PGC-1α in basal salt- and water handling and blood pressure regulation in kidney, increased PGC-1α activity could be a valid therapeutic strategy to ameliorate renal mitochondrial dysfunction in a broad spectrum of renal disorders. In particular, our data highlight the importance of PGC-1α in the kidney during metabolic stress, since we found that absence of PGC-1α leads to enhanced deposition of triglycerides in kidney of HFD-fed mice. Transcriptional analysis showed that upon HFD feeding, induction of PPARα and several PPARα-targets involved in fatty acid metabolism were significantly blunted in the kidney of NiPKO mice. Indeed, PPARα is a well-known transcriptional partner of PGC-1α for the regulation of lipid metabolism [34]. Importantly, ablation of PPARα in mice leads to an increased susceptibility to diabetic nephropathy [35] and exacerbated free fatty acid-induced injury in the kidney [36]. Moreover, increased PPARα-activity in obese rodents protects against renal lipotoxicity [37,38] and has been associated with increased levels of PGC-1α in kidney [39]. Obesity and HFD feeding lead to ectopic deposition of triglyceride in the kidney [38,40]. Both PGC-1α and PPARα have been described as inhibitors of NF-κB activity [18,41]. Thus, both PGC-1α and PPARα could be instrumental in attenuating an inflammatory reaction triggered by pathological accumulation of lipids in the kidney as in other tissues [42]. Our findings highlight an important link between reduced renal PGC-1α levels and deregulated lipid metabolism in kidney. Further studies are now needed to address the potential protective effect of increased PGC-1α activity in diseases associated with defective renal lipid metabolism and lipotoxicity.

In summary, we found that PGC-1α plays a marked role in the transcriptional regulation of several interconnected mitochondrial gene programs in the kidney, such as oxidative phosphorylation, TCA cycle and fatty acid metabolism. While inactivation of tubular PGC-1α resulted in a minor increase in urinary sodium excretion that was exacerbated by age and high fat diet feeding, there was no further impairment in salt- and water homeostasis or blood pressure regulation in NiPKO mice. Importantly, our data demonstrate a crucial role for PGC-1α in the regulation of renal lipid metabolism during metabolic stress, leading to elevated renal steatosis in the absence of functional PGC-1α. While our findings point towards a minor role of PGC-1α in basal renal physiology, we thus hypothesize that activation of PGC-1α in the context of renal disorders could be a valid therapeutic strategy to ameliorate renal mitochondrial dysfunction in a broad spectrum of renal disorders.

## Supporting Information

S1 Fig Histological kidney sections. A-B) Representative PAS staining of kidney regions or whole kidney sections at 1 and 12 months after doxycycline administration (n = 3).
(PDF)

S2 Fig Plasma ion levels and ISMARA prediction. (A-B) Plasma levels of calcium (Ca^2+^), chloride (Cl^-^), potassium (K^+^), sodium (Na^+^), protein, urea at (A) 1 month and (B) 12 months after doxycycline administration (n = 5–12). (C-D) Transcription factor motifs predicted to have altered activity in ISMARA analysis of CHOW-fed and HFD-fed (C) control and (D) NiPKO mice. Error bars represent mean ±SEM. Significant differences (p-value<0.05) between genotypes are indicated by an asterisk (*).
(PDF)

S3 Fig Food intake. Food intake in Control and NiPKO mice. Food intake was measured for individually-housed mice in metabolic cages on 5 consecutive days and normalized for intake over 24 hours.
(PDF)

S4 Fig Transporter gene expression analysis. mRNA levels of indicated genes in kidney normalized to *eEF2* mRNA levels, in either CHOW- or HFD- fed control (CTRL) or NiPKO mice (n = 7–8). Error bars represent mean ±SEM. Significant differences (p-value <0.05) between genotypes are indicated by an asterisk (*) and between chow- and HFD-fed groups by a number sign (#).
(PDF)

S5 Fig Motif activity prediction. A-B) Transcription factor (TF) motifs predicted to have decreased activity in ISMARA analysis between (A) CHOW-fed control and NiPKO mice or (B) HFD-fed control and NiPKO mice. (C) Changes in ERRα (ESRRA.p2) activity in kidney from either chow or HFD-fed CTRL or NiPKO mice, as predicted by ISMARA analysis. (D-E) Transcription factor (TF) motifs showing increased activity in ISMARA analysis between (D) CHOW-fed control and NiPKO or (E) HFD-fed control and NiPKO mice. (F) Changes in NF-κB (NFKB1_REL_RELA.p2) activity in kidney from either chow or HFD-fed CTRL or NiPKO mice, as predicted by ISMARA analysis.
(PDF)

S6 Fig Expression of PGC-1α in different kidney segments. Expression of PGC-1α was measured from RNA extracted from microdissected nephron segments and glomeruli. PGC-1α transcript levels are normalized to TATA-binding protein gene expression and depicted according to the ΔCt method.
(PDF)

S1 Table Primer sequences. qPCR primer sequences.
(PDF)

S2 Table List of down-regulated genes. List of genes significantly down-regulated (p<0.05, FC<1.2) between chow-fed control (CWT), chow-fed NiPKO (CKO), HFD-fed control (HWT) and HFD-fed NiPKO (HKO) groups. The heading “Groups” lists in which comparison the relevant gene(s) are found to be down-regulated.
(PDF)

S3 Table List of up-regulated genes. List of genes significantly up-regulated (p<0.05, FC<1.2) between chow-fed control (CWT), chow-fed NiPKO (CKO), HFD-fed control (HWT) and HFD-fed NiPKO (HKO) groups. The heading “Groups” lists in which comparison the relevant gene(s) are found to be up-regulated.
(PDF)

S4 Table Functional analysis of gene expression in chow-fed mice. Genes associated with KEGG pathways in CTRL vs. NiPKO animals.
(PDF)

S5 Table Functional analysis of gene expression in HFD-fed mice. Genes associated with KEGG pathways CHOW vs. HFD treated animals.
(PDF)

## Abbreviations

DOX: doxycycline
HFD: high fat diet
ISMARA: Integrated Motif Activity Response Analysis
LSD: low salt diet
mtDNA: mitochondrial DNA
NiPKO: nephron-specific inducible PGC-1α knockout
PGC-1α: peroxisome proliferator-activated receptor γ coactivator 1α
PPAR: peroxisome proliferator-activated receptor
rtTA: reverse tetracycline-controlled transactivator
TF: transcription factor

# Supplementary material for: Loss of Renal Tubular PGC-1α Exacerbates Diet-Induced Renal Steatosis and Age-Related Urinary Sodium Excretion in Mice
**Source:** PLoS One. 2016 Jul 27;11(7):e0158716. doi: 10.1371/journal.pone.0158716
**Supplement:** S1 Table — qPCR primer sequences.

S1 Table

Target gene	Forward primer	Reverse primer
**Acadl**	CCAGCTAATGCCTTACTTGGAGA	GCAATTAAGAGCCTTTCCTGTGG
**Acadvl**	GTAGCCTCCATCCGAAGCTC	CAGGCCCCCATTACTGATCC
**Acot2**	AGTGCCTATGAAGGACTGAGG	TCTTACGGCACTGGGGAATG
**Acot3**	AGCTCTTGACCTTGTCTGTCTG	GAGAAAAGTTCAAGCAAAGTGGG
**Atp5h**	GGGGGTCGGTGAAGTATCC	AATTGCCTTCTGGTTTTGGGG
**Atp5k**	GCCAAGCGCTACAGTTACCTA	GCCAGTTCTCTCTCAATCCGT
**Cox5a**	CCTGGGAATTGCGTAAAGGGA	TAACCGTCTACATGCTCGCAA
**Cs**	CCCAGGATACGGTCATGCA	GCAAAGTCTCGCTGACAGGAA<br>GATTAGACCCGTTACCATCGAGA<br>T
**D-loop (mtDNA)**	GGTTCTTACTTCAGGGCCATCA	
**eEF2**	ATACCTGCCTGTCAATGAGTCCTT	CTGGCCGCCGGTGT
**ENaCα**	TGTGCATTCACTCCTGCTTC	ACCCTTGGGCTTAGGGTAGA
**ENaCβ**	TGGTTGATAGCCACTTTCC	AGAGGTCAACCAATGCCAAC
**ENaCγ**	TTACAGCCAGTGACAGAGG	AAGGCAGATCTGGAGGGAAT
**Errα**	CGGTGTGGCATCCTGTGA	CTCCCCTGGATGGTCTCTT
**Nbc**	GAAATCCAACCTTCGGTCCCT	GGCTGCCATTATCAGGGTTG
**Ncct**	TGCTGACTTGGCTCATCATC	GACTTGACCTTGCCATTGGT
**Ndufa1**	TCCACTGCGTACATCCACAAA	CGTCTATCGCGTTCCATCAGA
**Ndufs3**	AAAGACTTTCCCCTCACTGGC	AACTTGCGGAATTCTTGTC
**Ndufv1**	CTTCCCCACTGGCCTCAAG	CCAAAACCCAGTGATCCAGC
**Nhe2**	CAAGTCCTGCCAGTGTGGTG	GGGGGTAATCCAGGGTGAAC
**Nhe3**	CACCTTCAAATGGCACCACG	TGTGGGACAGGTGAAAGACG
**Nkcc2**	TGGAAGCAGTCAAGGAAAAG	ACTGGAAGGCTCAACACGAT
**PGC-1α**	AGCCGTGACCACTGACAACGAG	GCTGCATGGTTCTGAGTGCTAAG
**PGC-1β**	CCATGCTGTTGATGTTCCAC	GACGACTGACAGCACTTGGA
**PPARα**	ACAAGGCCTCAGGGTACCA	GCCGAAAGAAGCCCTTACAG
**PPARβ/δ**	GCAAGCCCTTCAGTGACATCA	CCAGCGCATTGAACTTGACA
**PPARγ**	CCCACCAACTTCGGAATCAG	AATGCGAGTGGTCTTCCATCA
**PRC**	CACCCTGCCGGAGTGAAAT	CGCATTGACTGCTGCTTGTC
**Sglt2**	TTGGTGTGGCTTGTGGTCT	GAACAGAGAGGCTCCAACCG
**Slc25a20**	CTGCGCCCATCATTGGA	CAGACCAAACCCAAAGAAGCA
**Slc38a2**	GCAGTGGAATCCTTGGGCTT	GGAGATGGACGGAGTATAGCG
**Slc38a3**	GTACGGCCGGGGGATATAGA	TCGGGGTACAAGGAGAGCTT
**Slc38a4**	AGACAGAAAGGCGGGAAAGG	CCTGAATACTGTCCCCGCTG
**Slc7a7**	AGGCTGTAAAGAGGCGGAAC	AATGGGGGTGTGACTTCAGC
**Tbp**	TGCTGTTGGTGATTGTTGGT	CTGGCTTGTGTGGGAAAGAT
**Uqrf1**	CCTGAAGGGAAGAATGCT	TAAGTGGGACACTTCGACTGC
**Ylat2**	GACGGCGCGACCGAG	CCTGTGCTTAGTATGGCCTCC

# Supplementary material for: Loss of Renal Tubular PGC-1α Exacerbates Diet-Induced Renal Steatosis and Age-Related Urinary Sodium Excretion in Mice
**Source:** PLoS One. 2016 Jul 27;11(7):e0158716. doi: 10.1371/journal.pone.0158716
**Supplement:** S2 Table — List of genes significantly down-regulated (p<0.05, FC<1.2) between chow-fed control (CWT), chow-fed NiPKO (CKO), HFD-fed control (HWT) and HFD-fed NiPKO (HKO) groups. The heading “Groups” lists in which comparison the relevant gene(s) are found to be down-regulated.

S2 Table

Groups	Number of genes	Genes			
CKOxHKO<br>CWTxCKO<br>CWTxHWT<br>HWTxHKO	3	Acot11<br>Dhcr7<br>Tiam2			
CWTxCKO<br>CWTxHWT<br>HWTxHKO	4	LOC100862384<br>LOC100862317<br>Ndrp2<br>Oxct1			
CKOxHKO<br>CWTxCKO<br>HWTxHKO	1	2610029I01Rik			
CKOxHKO<br>CWTxCKO<br>CWTxHWT	2	4732415M23Rik<br>Aldh1l1			
CWTxCKO<br>HWTxHKO	147	1110001J03Rik	Coq9	Impa2	Pla2g7
		1700028J19Rik	Cox10	Kcna4	Pon3
		1700040L02Rik	Cox5a	Khdrbs3	Ppif
		1810014F10Rik	Cox7a1	Klk1b5	Ptges2
		2010107E04Rik	Cox7a2	Klk1b7-ps	Ptpn18
		2310061C15Rik	Cyc1	Ldhd	Rtn4ip1
		2410003L11Rik	Cycs	LOC100046079	Sirt3
		4930452B06Rik	Cyp2d22	LOC100862063	Slc12a7
		4930481A15Rik	Cyp2u1	Luzp1	Slc16a5
		Acsl3	Dlat	Lynx1	Slc25a12
		Adcy1	Dlst	Lym5	Slc25a4
		Afg3l2	Dpp4	Mdh2	Slc2a4
		Agl	Enpp6	Mir196a-1	Slc6a8
		Agt	Epb4.9	Mrpl13	Srxn1
		Ak1	Etfdh	Mrps35	Stard8
		Ak3	Faah	Msrp2	Suv420h2
		Akr1b10	Fastk	Mtfrp1	Sv2a
		Apoo	Fastkd1	Ndufa1	Tarm1
		Arhgap6	Fbxo18	Ndufa12	Thap4
		Aspdh	Fbxo44	Ndufa4	Tmem35
		Aste1	Fh1	Ndufa8	Tmem38a
		Atp5e	Gfm1	Ndufa9	Tom1l1
		Atp5f1	Glod5	Ndufaf4	Trmt2b
		Atp5g3	Glrx	Ndufc1	Trp53inp2
		Atp5h	Gm10767	Ndufs3	Tspo
		Atp5sl	Gm16845	Ndufs8	Ubac1
		Baiap2l2	Gm19447	Nol3	Uqcr10
		BC090627	Gm20141	Nr0b2	Uqcrb
		Bola3	Gm2695	Nudt7	Uqcrc1
		C030037D09Rik	Gm53	Oplah	Uqcrfs1
		Cadm4	Gm906	Oxnad1	Uqcrh
		Ccdc68	Gnb5	Pcolce	Uqcrq
		Chchd10	Got1	Pfkm	Vmn1r157
		Ckmt1	Gsto1	Pfkip	Zdhhc23

		Clybl<br>Cntnap5b<br>Comtd1	Gys1<br>Hsd12<br>ldh3a	Pgam1<br>Pgk1<br>Pigy	Zfp30<br>Zfp691
**CWTxCKO<br>CWTxHWT**	**48**	1110058L19Rik<br>1700040F15Rik<br>4933409K07Rik<br>4933413C19Rik<br>A230107N01Rik<br>Acot9<br>Al854703<br>Aqp3<br>Arhgef19<br>Cd93<br>Chka<br>Cyp26b1	Cyp2c29<br>Cyp2c40<br>Echs1<br>Ehd1<br>Ftl1<br>Gbp11<br>Gm17361<br>Gm20066<br>Gm20251<br>Gm2427<br>Gm5039<br>Gm5347	Gm7429<br>Gpx6<br>Hist1h4i<br>Hspa8<br>lpp<br>Klhl3<br>Klrd1<br>LOC100861804<br>LOC100861972<br>Mir140<br>Mir151<br>Mmp13	Mup-ps12<br>Olfr490<br>Olfr851<br>Omd<br>Pm20d2<br>Prl2c5<br>Slc25a19<br>Smcr7<br>Spr<br>Tbc1d24<br>Tgoln1<br>Tmem136
**CKOxHKO<br>HWTxHKO**	**42**	1700042G15Rik<br>2610042L04Rik<br>4930412M03Rik<br>4931408D14Rik<br>5430421F17Rik<br>Apol7c<br>Cdh18<br>Crabp2<br>Cyp2j8<br>Defb35<br>Dnajc6	Efcab4b<br>Fgf5<br>G630093K05Rik<br>G6pc<br>Gm13430<br>Gm3696<br>Gm428<br>Gm7710<br>Hbb-bh2<br>Hes2<br>l830127L07Rik	Igfbp1<br>Lin28a<br>Mir344d-2<br>Myl6<br>Olfr1390<br>Olfr467<br>Olfr479<br>Olfr700<br>Osr2<br>Pax4<br>Sstr2	Them4<br>Timm9<br>Tmem202<br>Tmem86a<br>Uhmk1<br>Vmn1r39<br>Wnk2<br>Zfp783<br>Zscan4c
**CKOxHKO<br>CWTxHWT**	**180**	1110032F04Rik<br>1300002K09Rik<br>1700113A16Rik<br>1810034E14Rik<br>2310003L06Rik<br>2310030G06Rik<br>3110062M04Rik<br>8430408G22Rik<br>9030619P08Rik<br>Aadat<br>Abat<br>Ace<br>Acox2<br>Acs1<br>Acs3<br>Acs5<br>Adh6-ps1<br>Agps<br>Akr1c14<br>Akr1c18<br>Amacr<br>Angptl7<br>Anks1b<br>Anxa13<br>Arse<br>Atp11a	D630022N01Rik<br>Defa17<br>Defb19<br>Defb29<br>Depdc1b<br>Dhcr24<br>Dpy19l3<br>Em15<br>Erc2<br>Fads1<br>Fam55c<br>Fasn<br>Fbxl2<br>Fdft1<br>Fdps<br>Fmo5<br>Fn1<br>Galns<br>Galnt1<br>Ggct<br>Glt1d1<br>Gm11827<br>Gm128<br>Gm17767<br>Gm19648<br>Gm19963	Igh-VJ558<br>Insig1<br>Itgb6<br>Itih2<br>Itih5<br>Ivd<br>Kcng1<br>Kif20b<br>Klf15<br>Klk1b11<br>Klk1b16<br>Ldhd<br>Ldlr<br>Lpl<br>Lrrc31<br>Ly6f<br>Mas1<br>Med14<br>Mep1b<br>Mfap3l<br>Mpv17l<br>Mrpl54<br>Myo5a<br>Naaladl2<br>Neurog2<br>Nlrc4	S100g<br>Samd8<br>Sc4mol<br>Scd1<br>Sec14l3<br>Sectm1b<br>Sesn2<br>Slc22a19<br>Slc22a7<br>Slc25a48<br>Slc26a1<br>Slc35d2<br>Slc41a2<br>Slc6a15<br>Slc7a4<br>Slc8a1<br>Slc9a8<br>Slco1a1<br>Smcp<br>Snx31<br>Sqle<br>Srebf2<br>St8sia1<br>Sucnr1<br>Tbc1d10a<br>Tc2n

		Atp8b4<br>B4galt5<br>Bcmo1<br>Bdh1<br>C1qtnf3<br>C1rl<br>C7<br>Calb1<br>Car4<br>Casc4<br>Cblc<br>Cbs<br>Ccb12<br>Ccl28<br>Cdhr2<br>Cndp2<br>Coasy<br>Cpe<br>Cryaa	Gm4285<br>Gm6300<br>Gm853<br>Gnmt<br>Gpt<br>Gstm7<br>Gstt2<br>Gusb<br>H2-Q10<br>Hbegf<br>Hpd<br>Hsd11b1<br>Hsd17b11<br>Hsd17b2<br>Hsd3b2<br>Hsf2bp<br>Idi1<br>Ido2<br>Igf2bp1	Npas2<br>Nsdhl<br>Nt5e<br>Odc1<br>Olfr153<br>Osbp2<br>Pacrg<br>Pde6a<br>Pelo<br>Pion<br>Plau<br>Podn<br>Proc<br>Proz<br>Ptpn22<br>Rab20<br>Rab27a<br>Rhoc<br>Rundc3a	Tfpi2<br>Timd2<br>Tm7sf2<br>Tmed6<br>Tmem237<br>Tmem26<br>Tmem45b<br>Tmem97<br>Tmprss9<br>Treh<br>Tspan13<br>Tspan5<br>Tstd1<br>Ttc39c<br>Ttr<br>Ubiad1<br>Veph1<br>Wfdc16<br>Zbtb44
**CWTxCKO**	**297**	0610012G03Rik<br>0610038B21Rik<br>1520402A15Rik<br>1700034P13Rik<br>1810014B01Rik<br>1810021B22Rik<br>2310003L22Rik<br>2310042D19Rik<br>2310061I04Rik<br>2410015M20Rik<br>2610017I09Rik<br>2810454H06Rik<br>4930402H24Rik<br>4930461G14Rik<br>4930480K23Rik<br>4933401B06Rik<br>6430590A07Rik<br>9130230N09Rik<br>A330021E22Rik<br>A630020A06<br>Abcb9<br>Abhd11<br>Actg1<br>Adssl1<br>AK129341<br>Akr1c20<br>Alkbh7<br>Asap2<br>Aspn<br>Atg4d<br>Atp10d<br>Atp2b4<br>Atp4a<br>Atp5d	Foxred1<br>Fpr-rs3<br>Fst<br>Fv1<br>Gadd45gip1<br>Gas6<br>Gbas<br>Gca<br>Gja1<br>Glul<br>Gm10589<br>Gm13288<br>Gm14057<br>Gm14379<br>Gm19265<br>Gm20186<br>Gm3613<br>Gm4567<br>Gm4759<br>Gm5113<br>Gm561<br>Gm7609<br>Gm8842<br>Gm8995<br>Gm9833<br>Gm9917<br>Gna14<br>Gnb2l1<br>Gpt2<br>Hadhb<br>Hdhd2<br>Hist2h2ab<br>Hk1<br>Idh3b	Mir677<br>Mkks<br>Mmachc<br>Mpv17l2<br>Mrpl34<br>Mrpl47<br>Mrps23<br>Mrps25<br>Mrps27<br>Mtrf1l<br>Mtx2<br>Mtx3<br>Mug1<br>Myl12a<br>Myl6b<br>Myo19<br>ND6<br>Ndrgr1<br>Ndufa6<br>Ndufb2<br>Ndufb5<br>Ndufb8<br>Ndufs1<br>Ndufs2<br>Ndufs6<br>Ndufv2<br>Nfyb<br>Nipsnap1<br>Nkap<br>Nmnat1<br>Olfm4<br>Olfr113<br>Olfr1135<br>Olfr1137	Sdha<br>Sdhc<br>Sdhd<br>Serf2<br>Sfxn3<br>Shmt1<br>Skil<br>Slc19a2<br>Slc1a5<br>Slc22a4<br>Slc43a2<br>Slc45a3<br>Slc4a8<br>Slit2<br>Snora2b<br>Snora34<br>Snord11<br>Snord12<br>Snord1b<br>Snord42b<br>Snord58b<br>Snord61<br>Snord68<br>Sp100<br>Spa17<br>Spata17<br>Srp54c<br>St6galnac5<br>Stc1<br>Stra6<br>Syne1<br>Synj2bp<br>Syt17<br>Tarsl2

		Atp5l<br>B230369F24Rik<br>BC002163<br>BC037704<br>Bcar3<br>Bcr<br>Blcap<br>Bri3bp<br>Cd200<br>Cd38<br>Cdc14b<br>Cfhr2<br>Chml<br>Clca1<br>Clec4b1<br>Cnih4<br>Cnnm4<br>Cntfr<br>Cox4i1<br>Cox7b<br>Cpeb3<br>Cs<br>Csprs<br>Cst3<br>Cuedc1<br>D5Ert579e<br>D630041G03Rik<br>D730048I06Rik<br>Dbn1<br>Ddo<br>Dennd2d<br>Dennd5b<br>Dhrs11<br>Dhrs3<br>Dld<br>Dnajc28<br>Dnase1<br>Dusp15<br>Etfa<br>Fam164c<br>Fam73b	Il15ra<br>Inpp5j<br>Irs1<br>Isyna1<br>Jrkl<br>Jun<br>Kansl2<br>Kansl3<br>Kcnj2<br>Klhdc8a<br>Klk1b22<br>Ksr2<br>Lace1<br>Lad1<br>LOC100048410<br>LOC100861803<br>LOC100862007<br>LOC100862061<br>Lrig1<br>Lrp12<br>Lrrc66<br>Lyrm7<br>Lzic<br>Macrocl1<br>Malat1<br>Mapk4<br>Mavs<br>Mcee<br>Mcpt4<br>Me3<br>Meaf6<br>Mir181a-2<br>Mir1933<br>Mir1941<br>Mir1949<br>Mir218-1<br>Mir27b<br>Mir30b<br>Mir30c-1<br>Mir30c-2<br>Mir30e	Olfr1278<br>Olfr1445<br>Olfr1501<br>Olfr342<br>Olfr51<br>Olfr74<br>Olfr866<br>Olfr945<br>P2ry1<br>Paqr5<br>Pclo<br>Pdgfd<br>Pdha1<br>Pdhb<br>Pdss2<br>Pdxk<br>Pgarn2<br>Pi4kb<br>Pnpla1<br>Polr2h<br>Ppan<br>Ppm1k<br>Pptc7<br>Prdx2<br>Prom2<br>Prr5<br>Ptgr2<br>Ptpru<br>Pygm<br>Rab6b<br>Rabggtb<br>Rad1<br>Rarb<br>Ripply3<br>Rmnd1<br>Rnmtl1<br>Rny1<br>Rtp3<br>Rusc1<br>Samm50<br>Sco1	Tas2r131<br>Tceb1<br>Tfb2m<br>Tfrc<br>Ticam1<br>Tie1<br>Tmco4<br>Tmem143<br>Tmem241<br>Tmem69<br>Tomm5<br>Tsen54<br>Tspan1<br>Ttc19<br>Ttc30a2<br>Ube2a<br>Vdac2<br>Vdac3<br>Vipar<br>Vmn2r17<br>Vps13d<br>Wbscr16<br>Wdr72<br>Wfdc15b<br>Xirp2<br>Xrcc6bp1<br>Zdhhc18<br>Zdhhc8<br>Zfp456<br>Zfp52<br>Zfp534<br>Zfp606<br>Zfp780b<br>Zfp944<br>Zfp953<br>Zfp955b<br>Zfy2<br>Zxdb
**HWTxHKO**	**212**	1300001I01Rik<br>1700023F06Rik<br>1700025D23Rik<br>1810013D10Rik<br>2300002M23Rik<br>2310046A06Rik<br>2310068J16Rik<br>2500002B13Rik<br>3110047P20Rik<br>4921509C19Rik<br>4922502N22Rik<br>4930444G20Rik	Csrp2<br>Cux2<br>Cyp2d13<br>Cyp46a1<br>D0H4S114<br>D630042P16Rik<br>Dcaf4<br>Defa-ps1<br>Dhrs2<br>Dnahc7b<br>Dub2a<br>E130306D19Rik	Gm7367<br>Gm7732<br>Gm8777<br>Gm904<br>Gm9442<br>Gpc1<br>Gpr162<br>Gpx2<br>Grin2d<br>Grsf1<br>Guca1b<br>H2-M10.3	Olfr890<br>Olfr943<br>Oog2<br>Pacsin1<br>Pcdhb7<br>Pgls<br>Pla2g16<br>Ppcs<br>Ppm1l<br>Prokr2<br>Psg-ps1<br>Ptges3l

		4930478L05Rik	Efna2	Hadha	Pttg1
		4930503H13Rik	Efs	Hddc3	Rab30
		4930524N10Rik	Esrra	Hist1h3f	Retsat
		4933407G14Rik	Expi	Hlx	Rhox4f
		5730416F02Rik	Fam5b	Hsd17b14	Rnu11
		5830473C10Rik	Fchsd1	Ifitm6	Rtkn2
		9330159M07Rik	Fdx1	Il25	Sbk1
		9430037G07Rik	Fgf6	Kcna7	Sema5b
		9530046B11Rik	Fn3k	Kif15	Serpinb1a
		Abhd8	Ftcd	Klhl34	Slc22a20
		Abtb2	Fxn	Klrk1	Slc25a11
		Acaa2	G6pd2	Krtap8-1	Slc25a20
		Acacb	Gapdh	Ldlrad2	Slc25a22
		Acadl	Gbe1	LOC100862601	Slc38a1
		Acadvl	Gckr	LOC626410	Slc41a3
		Acot2	Gimap1	Lrrc61	Slc5a10
		Acot3	Gm10081	Mageb16	Slc5a11
		Aim1l	Gm10696	Mir1839	Slc6a17
		Als2cl	Gm11937	Mir210	Spata21
		Alyref2	Gm12302	Mir299	Spp1
		Ankrd34b	Gm12356	Mir466g	Ssxb1
		Apoa2	Gm12603	Mir540	Tm6sf2
		Arc	Gm12830	Mrpl10	Tmem236
		Atp2a1	Gm13369	Myod1	Tmie
		Atp5c1	Gm1679	Nefl	Tpi1
		Atp5g1	Gm19304	Nmur1	Uqcr11
		Atp5k	Gm19484	Nmur2	Vegfb
		AY358078	Gm19951	Nr1i2	Vmn1r188
		B3gnt3	Gm20187	Nrg3	Vmn1r2
		BC018473	Gm221	Olfr103	Vmn1r224
		BC048609	Gm2897	Olfr109	Vmn1r58
		C2cd4a	Gm3099	Olfr1167	Vmn2r20
		Ccnyl1	Gm3500	Olfr1347	Vmn2r51
		Chchd2	Gm3591	Olfr429	Vmn2r93
		Chrm1	Gm5114	Olfr513	Wfdc9
		Chrng	Gm5237	Olfr574	Wnt8a
		Clic6	Gm5523	Olfr622	Wnt8b
		Cnr1	Gm5567	Olfr63	Ybx2
		Cox5b	Gm5785	Olfr853	Zfp352
		Crat	Gm6086	Olfr856-ps1	Zfp629
		Creb3l3	Gm732	Olfr884	Zfp704
**CWTxHWT**	**308**	1110002B05Rik	Cyp7b1	ligp1	Pzp
		1110025L11Rik	D130020L05Rik	lpmk	Rab32
		1190003J15Rik	D630024D03Rik	Irx3	Ralgps2
		2010012O05Rik	Dcn	ltpkb	Ramp3
		2310058D17Rik	Ddit4	Izumo4	Rassf1
		2410022L05Rik	Ddt	Jdp2	Rassf4
		2610002J02Rik	Defb1	Jub	Rdh5
		2610100L16Rik	Degs1	Klf9	Retn
		2700078E11Rik	Dhrs13	Klhl21	Rhov
		2900026A02Rik	Dnaja1	Klra2	Rhox2c
		3200002M19Rik	Dnaja4	Lama3	Rlf
		4930405J17Rik	Dnajb1	Lamc3	Rnf145

	4930563M20Rik	Dpep1	Larp1b	Rnf183
	5730507C01Rik	Dpp7	Lbr	Ropn1l
	5730577I03Rik	Dqx1	Letm1	Rpp40
	A730020M07Rik	Dusp1	LOC100039753	Scd2
	AB099516	Eid1	LOC100861683	Senp5
	Abhd14a	Entpd2	LOC100862607	Serinc2
	Abi3bp	Entpd7	LOC100862646	Serpina1c
	Acaca	Ethe1	LOC666692	Sim2
	Acad9	Evc	Lymr2	Slc10a6
	Acat1	Exoc5	Lztr1	Slc1a4
	Acsn2	Ext1	Map2k6	Slc25a38
	Afmid	F13b	Map3k6	Slc26a4
	Ahsa2	Fa2h	Mapk13	Slitrk6
	Aldh3a2	Fam100a	Mcl1	Sly
	Alk	Fam103a1	Med18	Smoc2
	Amdhd2	Fam107a	Mettl7a3	Smpdl3a
	Anapc16	Fam176a	Mir1186	Snap29
	Ankrd44	Fam187b	Mir145	Snhg11
	Aoah	Fbxo36	Mir1907	Snord70
	Arhgef10l	Fhit	Mir1948	Snord90
	Arpc5l	Fkbp1	Mir200b	Sp9
	Asb13	Fpr-rs4	Mir24-1	Spock3
	Ass1	Frmd4b	Mir26b	Srd5a2
	Atp6v0d2	Frzb	Mir532	Srebf1
	B230216N24Rik	Fuca2	Mknk2	St3gal5
	B4galt6	Fxyd4	Mmab	Stbd1
	Bcat1	Gadd45g	Mrpl14	Stk30
	Bcat2	Gbp6	Mug2	Ston1
	Bst1	Gcat	Mvd	Stxbp5l
	C4a	Gjb2	Myh10	Synpr
	Cables1	Gm10088	Mylk	Tchhl1
	Cacybp	Gm10579	Nat8	Tesk2
	Car3	Gm10914	Nceh1	Tmco3
	Ccdc6	Gm11362	Nphp1	Tmed10
	Ccdc85c	Gm13139	Npnt	Tmem207
	Cct8l1	Gm13251	Nr1d1	Tmem28
	Cdh13	Gm15348	Nt5c3	Tnfsf15
	Cdkn2aip	Gm17771	Nudt8	Tprn
	Ces1e	Gm19325	Obfc2a	Trappc9
	Chordc1	Gm19327	Obox2	Trav12-2
	Chrdl1	Gm19958	Olfr1282	Trav9d-3
	Chrna4	Gm3579	Olfr706	Trp53inp1
	Chst11	Gm4956	Olfr724	Trpv4
	Chst7	Gm5069	Olfr733	Tsga10
	Cib1	Gm5168	Olfr825	Ttll3
	Ckb	Gm5784	Olfr849	Ttll7
	Cldn24	Gm6976	Papss1	Uap1l1
	Cldn7	Gm6996	Pcdhb11	Ubb
	Clec2h	Gm7092	Pcsk6	Vmn1r198
	Cml2	Gm9805	Pdk3	Vmn1r20
	Cmtm6	Gpr133	Penk	Vmn1r42
	Cntnap2	Gpr75	Pfn3	Vmn2r41
	Cntnap5a	Gramd1b	Pgm5	Vmn2r61

		Col6a5<br>Cpxm2<br>Crot<br>Csgalnact1<br>Ctla2b<br>Ctxn3<br>Cxcl14<br>Cyb561<br>Cyp2d12<br>Cyp2f2<br>Cyp4f14<br>Cyp51	Gstz1<br>H47<br>Herc4<br>Hhatl<br>Hist1h2bn<br>Hist2h3c2<br>Hmgb1-rs17<br>Hmgcr<br>Hmox1<br>Hrg<br>Hyi<br>lgfbp6	Pgp<br>Pi15<br>Pim3<br>Pknnox1<br>Plcxd2<br>Plekha6<br>Pomp<br>Ppic<br>Ppp1r16b<br>Ppp1r1b<br>Ptger3<br>Pyroxd2	Vmn2r67<br>Wasf3<br>Wdr55<br>Wrb<br>Xpnpep2<br>Zbtb16<br>Zfp317<br>Zfp442<br>Zfp600<br>Zfp937<br>Zhx3<br>Zmynd10
**CKOxHKO**	**277**	1700007J10Rik<br>2010001M06Rik<br>2010109A12Rik<br>2310042E22Rik<br>2610028E06Rik<br>3010003L21Rik<br>3010026O09Rik<br>3110045C21Rik<br>4732419C18Rik<br>4921515J06Rik<br>4922505E12Rik<br>4930430J02Rik<br>4930433N12Rik<br>4930463O16Rik<br>4930483J18Rik<br>4930528G23Rik<br>4933408J17Rik<br>4933421A08Rik<br>4933430I17Rik<br>4933433C11Rik<br>5730528L13Rik<br>5930412G12Rik<br>6030468B19Rik<br>6330415B21Rik<br>7530416G11Rik<br>9130209A04Rik<br>A2m<br>A830010M20Rik<br>Abca14<br>Abhd3<br>Acmsd<br>Adam23<br>Adap1<br>Adcy2<br>Agmat<br>Aldh1l2<br>Aldh4a1<br>Angptl4<br>Apoh<br>Apold1<br>Arsg	Cphx<br>Crb1<br>Creb3l1<br>Cts3<br>Cts8-ps<br>Cyp2a22<br>Cyp2a5<br>Cyp2c67<br>Cyp2c69<br>Cyp2d9<br>D14Ert449e<br>D330028D13Rik<br>Dcpp2<br>Defa24<br>Defa-rs1<br>Dera<br>Dgkb<br>Dlk2<br>Doc2b<br>Dscaml1<br>Dusp14<br>Dusp23<br>E130215H24Rik<br>Ear5<br>Ell3<br>Elovl2<br>Epo<br>Eps8l3<br>Erb3<br>F12<br>Fam13a<br>Fam13c<br>Fbp2<br>Fbxo46<br>Fndc5<br>Fnip2<br>Foxq1<br>G0s2<br>Gabrb3<br>Gatsl2<br>Gip	Gm5635<br>Gm5796<br>Gm6445<br>Gm7056<br>Gm7358<br>Gm9199<br>Gm949<br>Gm9961<br>Gpam<br>Gpr155<br>Grid2ip<br>Grm6<br>Grpr<br>H1fx<br>Hif3a<br>Hist1h3h<br>Hook2<br>Ide<br>Ifna6<br>Ifnk<br>Ifnz<br>Il22ra1<br>Il5ra<br>Ins2<br>Isl2<br>Kif2b<br>Kis2<br>Lce1h<br>Lefty1<br>Lhx2<br>LOC100047957<br>LOC100861572<br>LOC100861893<br>LOC433461<br>LOC626049<br>LOC670059<br>Lrrc50<br>Lypd3<br>Masp1<br>Meig1<br>Mir1192	Olfr419<br>Olfr427<br>Olfr61<br>Olfr705<br>Olfr768<br>Pank3<br>Pbld2<br>Pcsk9<br>Piwil2<br>Pkd1l2<br>Plac1<br>Plip<br>Pnck<br>Ppp2r5b<br>Pqlc2<br>Prh1<br>Prkd3<br>Prss21<br>Ptgds<br>Ptprq<br>Rab11b<br>Rab33a<br>Rasd1<br>Rasl10b<br>Rd3<br>Reln<br>Rps2<br>Scand1<br>Scrn1<br>Scrn2<br>Sctr<br>Selm<br>Sftpa1<br>Siglece<br>Slc16a10<br>Slc17a4<br>Slc18a1<br>Slc33a1<br>Slc6a5<br>Snca<br>Sncb

	Arx	Gm10318	Mir124a-2	Snx20
	Azi1	Gm10509	Mir133a-2	Spats2l
	BC048602	Gm11564	Mir1945	Spink8
	BC051070	Gm12248	Mir212	Sult1b1
	BC051077	Gm14407	Mir3091	Susd4
	BC067074	Gm15070	Mir486	Syna
	Bean1	Gm15315	Mir5109	Sys1
	Bid	Gm15645	Mir598	Tbx10
	Bms1	Gm15983	Mir717	Timm8a1
	Bnpl	Gm16157	Mir9-1	Tmem169
	C130050O18Rik	Gm16677	Mir92b	Tmem25
	C330046G03Rik	Gm17416	Mpped2	Tmem64
	C530044C16Rik	Gm19277	Mtmr7	Tmigd1
	Caly	Gm19281	Myog	Tram2
	Camk1g	Gm19462	Naa11	Trh
	Car9	Gm1976	Narf	Tstd2
	Cbr2	Gm2046	Ncrna00086	Tsx
	Ccbl1	Gm22	Neurod1	Ttc39a
	Ccdc164	Gm2837	Nod2	Ttyh2
	Cckbr	Gm2921	Npm3	Ucn2
	Ccl26	Gm3086	Nt5dc2	Ugt3a1
	Ces2h	Gm3238	Ntn1	Vmn1r16
	Clip4	Gm5099	Olfr3	Vmn1r82
	Cntn5	Gm514	Olfr1061	Wnt2b
	Col6a6	Gm5329	Olfr1131	Zfp239
	Col8a1	Gm5346	Olfr1219	Zmynd12
	Colec10	Gm5475	Olfr1301	
	Comt	Gm5480	Olfr315	
	Coro1c	Gm5591	Olfr398

# Supplementary material for: Loss of Renal Tubular PGC-1α Exacerbates Diet-Induced Renal Steatosis and Age-Related Urinary Sodium Excretion in Mice
**Source:** PLoS One. 2016 Jul 27;11(7):e0158716. doi: 10.1371/journal.pone.0158716
**Supplement:** S3 Table — List of genes significantly up-regulated (p<0.05, FC<1.2) between chow-fed control (CWT), chow-fed NiPKO (CKO), HFD-fed control (HWT) and HFD-fed NiPKO (HKO) groups. The heading “Groups” lists in which comparison the relevant gene(s) are found to be up-regulated.

S3 Table

Labels	Number of genes	Genes			
CWTxCKO<br>CWTxHWT<br>HWTxHKO	2	Bex4<br>Cpn1			
CKOxHKO<br>CWTxCKO<br>HWTxHKO	2	Mogat2<br>Trf			
CKOxHKO<br>CWTxCKO<br>CWTxHWT	2	Agxt2l1<br>Mgst1			
CKOxHKO<br>CWTxHWT<br>HWTxHKO	5	Ccrn4l<br>Cd19<br>Cdca7l<br>Hp<br>Serpina3n			
CWTxCKO<br>HWTxHKO	82	5330417C22Rik Clu Hkdc1 Psat1<br>Abca13 Cyp2d12 Hpse2 Ptpn22<br>Abcd4 D10Bwg1379e Il17rb Rab42-ps<br>Abp1 D630023F18Rik Itgb4 Rgs11<br>Acot11 Dapp1 Kif6 Rhou<br>Acy1 Dgkb Lgals3bp Sectm1b<br>Aebp1 Emb Limd2 Slc8a1<br>Aldh1l2 Eps8l1 LOC621549 Snhg11<br>Angptl7 Etnk2 Lxn Snx31<br>Arl4a Fads1 Mboat1 Spink8<br>Arnt2 Fetub Mt2 Stap1<br>Atp6v1g3 Foxred2 Muc1 Stk32b<br>BC064078 Gabrb3 Myo3b Sult1c2<br>Blnk Gamt Myof Susd1<br>C2 Gm1332 Ngfrap1 Susd2<br>C8a Gm4952 Nlrc4 Tmem97<br>Car3 Gpc3 Npl Trpc5<br>Casr Gpr30 Nup93 Ttr<br>Ccdc3 Gulo Olfr1286 Zcchc16<br>Cdhr2 Hexa Pamr1<br>Ces1g Hist2h2be Papln			
CWTxCKO<br>CWTxHWT	85	1700003F12Rik Col9a3 Krt34 Pla2g10<br>1700029H14Rik Cxcl1 Lce3c Pou2af1<br>2810025M15Rik Dkk4 Lcn6 Prph2<br>3300005D01Rik Drd5 LOC100861931 Prss35<br>4930444G20Rik Efemp1 Lzts1 Rasd2<br>4930447K03Rik Gli1 Maged2 Rbp4<br>4930591A17Rik Gm11564 Mir184 Sema3c<br>4933433G19Rik Gm13271 Mir486 Serpina3h<br>5830473C10Rik Gm13430 Mir551b Slc24a4<br>7530416G11Rik Gm16197 Mir92b Slc39a5<br>A430107O13Rik Gm16519 Mybpc2 Sox10<br>Adam24 Gm5154 Myod1 Sprr2e<br>Adamts13 Gm7102 Olfr1226 Svs5			

		Adcy2<br>Angpt4<br>Arhgap33<br>B3gnt8<br>BB319198<br>Bpifb2<br>Cd300lh<br>Cdh24<br>Cldn11	Gpr31b<br>Grin3b<br>Gsdmcl2<br>Gsx1<br>Igsf10<br>Kcna2<br>Kcnn3<br>Klhdc1	Olfr1428<br>Olfr1502<br>Olfr382<br>Olfr410<br>Olfr93<br>Orm1<br>P2rx2<br>Pcdh8	Syt5<br>Tcf24<br>Tex19.2<br>Tmcc2<br>Trip13<br>Trpd52l3<br>Ugt2b34<br>Zp4-ps
**CWTxHWT<br>HWTxHKO**	**1**	Lrrc61			
**CKOxHKO<br>HWTxHKO**	**61**	A730028G07Rik<br>Aacs<br>Adamts16<br>Arl13b<br>Arsj<br>AU041133<br>C030013D06Rik<br>C9<br>Cbfb<br>Ccdc21<br>Ccl9<br>Ces2g<br>Cidec<br>Defb2<br>Dleu2<br>Fcamr	Fkbp1b<br>Foxq1<br>Gbp7<br>Gm13315<br>Gm20236<br>Gm20257<br>Gm3219<br>Gm7429<br>Gpr64<br>Hoxb3<br>Ikzf4<br>Il7r<br>Irgm2<br>Jarid2<br>Kif23	Klk1b8<br>Maob<br>Mir10a<br>Mir3101<br>Mir532<br>Mrpl27<br>Ntn4<br>Ogdhl<br>Pappa<br>Pik3r3<br>Pilrb1<br>Prr5<br>Rasgrp1<br>Riok1<br>Rpl5	Rtn1<br>Slc16a14<br>Slc4a9<br>Snora20<br>Socs2<br>Sp4<br>Tcp1<br>Tet2<br>Try5<br>Tspan6<br>Vsig1<br>Zfp180<br>Zfp449<br>Zfp52<br>Zwilch
**CKOxHKO<br>CWTxHWT**	**99**	4930572J05Rik<br>4933409K07Rik<br>9530091C08Rik<br>Abcb1a<br>Abcb1b<br>Acnat1<br>Agt<br>Aim1l<br>Apob<br>Apoe<br>Atr<br>Brca2<br>C3<br>C730036E19Rik<br>Car14<br>Ccdc141<br>Cdc14a<br>Cdkl5<br>Cklf<br>Cml1<br>Col27a1<br>Cp<br>Dak<br>Dhrs7<br>Dusp9	Dzip1<br>Eci1<br>Ednra<br>Egln3<br>Eid3<br>Fabp5<br>Fam78a<br>Fgf18<br>Gc<br>Gldc<br>Gm13298<br>Gm20342<br>Gm6614<br>Gm7457<br>Gria3<br>Gsto1<br>Hmgcs2<br>Hoxa1<br>Hoxc8<br>Id1<br>Id2<br>Id3<br>Immp2l<br>Kcna4<br>Kcnip2	Klk1b7-ps<br>Leprel1<br>Med24<br>Mmp12<br>Mpzl2<br>Mybl1<br>Nbeal2<br>Nmrk1<br>Nrnx2<br>Pbx4<br>Pck1<br>Pdk1<br>Pdxk<br>Pklr<br>Pla2g5<br>Prlr<br>Ptgs2<br>Pvalb<br>Rdh18-ps<br>Rgs5<br>Serinc5<br>Slc13a2<br>Slc13a3<br>Slc16a6<br>Slc19a3	Slc25a25<br>Slc2a5<br>Slc5a10<br>Slc6a4<br>Slc7a12<br>Smad7<br>Snora16a<br>Snora17<br>Snora31<br>Snora70<br>Spns2<br>St3gal1<br>Taf1d<br>Tfcp2l1<br>Tmie<br>Tnxb<br>Trim34a<br>Tspan18<br>Ugt1a10<br>Vkorc1<br>Wee1<br>Wsb1<br>Zfp161<br>Zfp454

CWTxCKO	338	1500011B03Rik	Ctsz	Has3	Olfr437
		1700007J10Rik	Cxcl13	Heph	Olfr525
		1700025N23Rik	Cxcl16	Hhip	Olfr541
		1700121N20Rik	Cyp26c1	Htr3a	Olfr66
		1810046K07Rik	Cyp2a12	Hvcn1	Olfr661
		2010002N04Rik	Cyp2c69	I830127L07Rik	Panx1
		2300005B03Rik	Cyp2d11	Ifna7	Pbld2
		2310007B03Rik	Cyp2r1	Igf2bp1	Pcdh17
		2610016A17Rik	D17H6S56E-5	Ighv1-72	Pdcd1
		3110035E14Rik	D330028D13Rik	Igh-VJ558	Pdilt
		3110082I17Rik	Dact3	Iglv1	Pdlim3
		3930402G23Rik	Defa-rs1	Il17c	Pgrmc1
		4922505E12Rik	Defb35	Il5ra	Pkd1l2
		4930433N12Rik	Defb42	Irx6	Plagl1
		4930459I23Rik	Dgkz	Isl2	Plin4
		4930474N09Rik	Dnahc2	Itgam	Pmaip1
		4930483J18Rik	Dnajc5b	Itgb2	Ppargc1a
		4930589P08Rik	Dnali1	Kcne1l	Pqlc2
		4931403M11Rik	Dscaml1	Kcnh3	Prh1
		4933405L10Rik	Dusp2	Kcnh7	Prom1
		4933408J17Rik	E030030I06Rik	Kcnk13	Psg19
		4933429O19Rik	E230025N22Rik	Kcnk7	Psors1c2
		4933430I17Rik	Ear5	Kif18b	Pspn
		4933433C11Rik	Efna3	Klrb1f	Ptgds
		5430437J10Rik	Eps8l3	Krt24	Pycr1
		9030619P08Rik	Fam13c	Krt31	Rab9b
		9130008F23Rik	Fam171a2	Lce1i	Rasgef1a
		9230117E06Rik	Fam55c	Lcn8	Rd3
		9530026F06Rik	Fbll1	Lefty1	Reln
		A530006G24Rik	Fcgbp	Leprel2	Rhobtb3
		A530020G20Rik	Fgf22	Lhfpl2	Rhox3g-ps
		A630038E17Rik	Fgfbp1	Lhfpl4	Rnf39
		Abpa	Fkbp6	LOC100040974	Rpl13
		Acat3	Foxi1	LOC100861572	Scrn1
		Ace2	Foxi3	Lpar2	Sctr
		Actn3	Fxc1	Lrfrn1	Sdk1
		Adam23	G630093K05Rik	Lrrc50	Serp2
		Adprhl2	Galnt13	Lrrn3	Serpinb9
		Adra2c	Galnt9	Lrrtm1	Serpind1
		Afp	Gcsh	Ltbp2	Sez6l2
		Ano9	Gdf2	Luzp2	Sfn
		Apcdd1	Gjb4	Lypd3	Sftpb
		Apom	Gjc1	Mab21l3	Shd
		Arhgap23	Gltpd2	Mageb16-ps1	Sidt1
		Arhgdig	Gm10100	Magi2	Six6
		Asb11	Gm10318	Man2b2	Slc17a4
		AU016765	Gm10584	March10	Slc17a9
		B4galt7	Gm10636	Med7	Slc34a2
		Bach2	Gm10782	Mir124a-2	Slc6a5
		Barx2	Gm1096	Mir187	Slc7a15
		BC067074	Gm11541	Mir191	Snca
		Bco2	Gm12248	Mir194-1	Sncb
		Bdnf	Gm13080	Mir194-2	Sostdc1

		Bmp15<br>Bms1<br>Bpifb9b<br>Btnl1<br>C130050O18Rik<br>C1s<br>C230036H16Rik<br>C330018A13Rik<br>C630004H02Rik<br>C86187<br>C86695<br>Capn8<br>Catsperg1<br>Cbr2<br>Ccdc121<br>Ccdc164<br>Ccl26<br>Cd300a<br>Cdsn<br>Cerkl<br>Ces2h<br>Cit<br>Col3a1<br>Col5a2<br>Cpz<br>Crabp1<br>Crb1<br>Creb3l1<br>Cryaa<br>Crybb3<br>Ctps<br>Ctsc	Gm13286<br>Gm14047<br>Gm14407<br>Gm17540<br>Gm19462<br>Gm1976<br>Gm3086<br>Gm3279<br>Gm4371<br>Gm4651<br>Gm4871<br>Gm4934<br>Gm5094<br>Gm5099<br>Gm5334<br>Gm5591<br>Gm6300<br>Gm6978<br>Gm7168<br>Gm7361<br>Gm8439<br>Gm9782<br>Gng4<br>Gpr50<br>Grem1<br>Grin1<br>Grin2c<br>Grm6<br>Gstm3<br>Gucy1a3<br>H1fx<br>H2afb1	Mir1943<br>Mir3091<br>Mir337<br>Mir421<br>Mir450-2<br>Mir467e<br>Mir574<br>Mir669m-1<br>Mir717<br>Mob3a<br>Mreg<br>Msx2<br>Mt1<br>Muc2<br>Myh6<br>Myo5a<br>Naa11<br>Ncan<br>Ncrna00086<br>Neu4<br>Nkx2-9<br>Notum<br>Npm3<br>Nqo1<br>Ntn3<br>Nusap1<br>O3far1<br>Olfr1219<br>Olfr1301<br>Olfr1487<br>Olfr294<br>Olfr331	Sox9<br>Sp6<br>Sssca1<br>Stab2<br>Syna<br>Tas1r2<br>Tbx22<br>Tdpoz2<br>Tgfa<br>Tgm5<br>Tm4sf19<br>Tm7sf3<br>Tmem169<br>Tmem235<br>Tmem8c<br>Tnni2<br>Trdn<br>Trim45<br>Trim59<br>Trpc7<br>Trpm5<br>Tshr<br>Tsx<br>Vmn1r4<br>Vmn2r3<br>Wbscr28<br>Wdr89<br>Wnt4<br>Zfp239<br>Zswim3
**HWTxHKO**	**263**	1190003J15Rik<br>1700029I01Rik<br>1700123O21Rik<br>1700125D06Rik<br>1810063I02Rik<br>2010001M09Rik<br>2310081J21Rik<br>2810474O19Rik<br>4930502E18Rik<br>5330426P16Rik<br>5730577I03Rik<br>9030025P20Rik<br>9230110C19Rik<br>AB099516<br>Ablim3<br>Ace<br>Actn1<br>Adam11<br>Adamtsl3<br>Agxt2<br>Akr1c13	D630024D03Rik<br>D930048N14Rik<br>Dcaf12l1<br>Defb29<br>Dnahc5<br>Dnajib2<br>Dsp<br>Dtna<br>Dusp1<br>E030024N20Rik<br>E230016K23Rik<br>Eid2<br>Elfn1<br>Endou<br>Ephb2<br>Esrp1<br>F13b<br>Fabp7<br>Fam103a1<br>Fam107a<br>Fam174b	lgkv4-72<br>Impact<br>Insrr<br>Itih2<br>Izumo4<br>Jdp2<br>Kcnj13<br>Kcnk5<br>Klra2<br>Krt14<br>L1cam<br>Lama1<br>Lama3<br>Lamc3<br>Lass4<br>Ldhd<br>Lipg<br>LOC621118<br>Lrp11<br>Maoa<br>Mgat4a	Samd5<br>Sc4mol<br>Scd2<br>Scel<br>Sectm1a<br>Senp5<br>Serpina1c<br>Serpina1d<br>Serpinc1<br>Sim1<br>Slc1a3<br>Slc1a4<br>Slc26a4<br>Slc38a6<br>Slco3a1<br>Sned1<br>Snord104<br>Snord70<br>Sntb1<br>Soat1<br>Sorbs2

		Amdhd2	Fasn	Mgmt	Spcs2
		Amn	Fbxo36	Mir1186	Sprr2a1
		Ank2	Fbxo6	Mir145	Sqle
		Anxa9	Fbxw9	Mir200b	Srgap3
		Aoah	Fdps	Mir24-1	St6gal1
		Asah1	Fuca2	Mir669j	Sytl2
		Atp6v0e2	Fxyd3	Mirlet7c-2	Sytl5
		Atxn7l1	Fxyd4	Mknk2	Tagap
		Atxn7l2	Galns	Myef2	Tagln2
		Avpr1a	Gcat	Mylk	Tceal1
		B4galt1	Gdf11	Nat2	Tchhl1
		Bambi-ps1	Glb1l2	Nhlrc4	Terc
		Bcat1	Gm10416	Nipal2	Tfap2b
		Bmpr1b	Gm11559	Npc2	Tmed6
		Btg2	Gm12824	Npr2	Tmem207
		C130026l21Rik	Gm13139	Nrbp2	Tmem30b
		C1qtnf3	Gm13251	Nrg1	Tox3
		C330002G04Rik	Gm15348	Olfr1337	Trav9d-3
		Camk1d	Gm20115	Olfr694	Trmt112
		Capn6	Gm2423	Olfr810	Trp53inp1
		Car13	Gm5432	Parp11	Tspan13
		Cav1	Gpr110	Parp8	Tspan8
		Cbs	Gpr112	Pgm5	Tstd1
		Ccdc159	Gpr39	Phf15	Tuba1a
		Cckar	Gprasp2	Phgr1	Uap1l1
		Cdc25b	Gpt	Phlda2	Ugt2a3
		Cdc42se1	Grhl2	Pisd-ps2	Vgll4
		Cdk14	Gstp1	Pkib	Vill
		Cdkn1a	H2afj	Plcg2	Vmn1r27
		Ceacam2	H2-DMb2	Plcx2	Vmn1r32
		Chrdl1	Hbegf	Plxnb1	Vmn1r45
		Chrna4	Hebp1	Ppic	Wbp5
		Chst11	Hepacam2	Ppp1r16b	Wnk4
		Cldn8	Hexb	Ppp1r1a	Xbp1
		Cldn9	Hist1h2bn	Psd4	Zbtb16
		Ctxn1	Hist1h4i	Ptpn13	Zc4h2
		Cxcl3	Hist2h3b	Pvr	Zfp335
		Cxx1c	Hist2h3c2	Pzp	Zfp442
		Cyp2a4	Hmox1	Rab32	Zfp46
		Cyp2d40	Hmx2	Rcan1	Zfp760
		Cyp4f16	Hoxb8	Rgn	Zfp781
		Cyp4v3	Hyi	Rgs2	Zfp810
		Cyp7b1	Ighg	Rhox2c	Zfp873
		Cys1	Igk-V1	Rnf145	Zfp937
		D430041D05Rik	Igkv4-59	Ropn1l	
**CWTxHWT**	**326**	1700001G17Rik	Cox6b2	Gm6086	Pla2g16
		1700041M05Rik	Creb3l3	Gm6222	Pldi
		1700067G17Rik	Cstf2	Gm7385	Ppcs
		1700095J03Rik	Cygb	Gm9442	Rab27b
		1700110C19Rik	Cyp2d13	Gm9979	Rab30
		2010300F17Rik	Cyp2d26	Gpr149	Rab40b
		2300002M23Rik	Cyp4a10	Gpr27	Ralgapa2
		2410016O06Rik	Cyp4a14	Gprin3	Rasa4

		2610018G03Rik	Cyp4a31	Grin2d	Rasal3
		2610020C07Rik	D0H4S114	Grk4	Ren1
		2810405K02Rik	D630003M21Rik	Gsta1	Rgs9bp
		2810408M09Rik	D630042P16Rik	Gsx2	Rhbdl3
		3230401D17Rik	D830015G02Rik	Hbb-bh2	Rhox4f
		3830408C21Rik	D930030D11Rik	Hlf	Ripk3
		4632404H12Rik	Ddhd2	Hnrnpd	Rnu11
		4930401B11Rik	Dgkh	Homer3	Rpa2
		4930467K11Rik	Dub1	Hoxc12	Rps13
		4930524N10Rik	Dyx1c1	Idi2	Rps19
		4930540M05Rik	E130112N10Rik	Ifi44	Rps8
		4930563F08Rik	E130317F20Rik	Igf2bp2	Rrm1
		4930583I09Rik	Ear2	Il25	Sh2d1b2
		4931403G20Rik	Ech1	Jph1	Sh3gl3
		4932416K20Rik	Edil3	Katna1	Slc12a5
		4933411K16Rik	Efcab4b	Kcnmb3	Slc13a5
		4933422A05Rik	Eif2s3y	Khk	Slc22a20
		5430421F17Rik	Eif4a3	Kif15	Slc25a20
		5730435O14Rik	Emr4	Klhl34	Slc25a22
		5730457N03Rik	Ern2	Krt6b	Slc27a1
		9430015G10Rik	Esp3	Kynu	Slc5a1
		9530026P05Rik	Esr2	Large	Slfn2
		A430093F15Rik	Evpl	Lcn2	Slitrk4
		A830060N17	Expi	Ldlrad2	Slx1b
		Abcc4	Fabp1	Lgals4	Smad9
		Abcg1	Fam166b	Lhx8	Snora30
		Abhd15	Fam18a	LOC100861753	Snora41
		Acaa1b	Fam50b	LOC664924	Snord55
		Acaa2	Fam5b	Lst1	Snord88c
		Acadvl	Fam83g	Map3k9	Sox30
		Acot2	Fbxl16	Mcpt-ps1	Spata9
		Acot3	Fchsd1	Mfsd12	Spatc1
		Acot4	Fgf14	Mgll	Spc25
		Acot6	Fgf16	Mif	Spib
		Acsf2	Fgfrl1	Mir1190	Spint4
		Agpat9	Fndc8	Mir1930	Spp2
		Aldh1a1	Foxb2	Mir1938	Spred3
		Aldh1a7	Foxj2	Mir301b	Sprr1b
		Alyref2	Frmd5	Mir3070b	Ssxa1
		Apoa2	Fsd1	Mir3073	Stfa2l1
		Apobr	Fus	Mir3098	Syt3
		Apoc3	Fut4-ps1	Mir339	Tcf19
		Arhgap19	G6pd2	Mir342	Tet1
		Arhgef9	Gal3st2	Mir455	Tgm2
		Armxc4	Gan	Mir466g	Tigd3
		Asrgl1	Gapdhs	Mir5125	Timp1
		Atp12a	Gast	Mir695	Tm6sf2
		Atp2a1	Gbe1	Mir744	Tmem59l
		Atp2a3	Gbx2	Mirlet7a-2	Tmem91
		AU040972	Glp1r	Mpl	Tnfaip8l3
		AW011738	Gm10503	Ms4a1	Trim12c
		AY358078	Gm10639	Mup5	Trim62
		BC066135	Gm10696	Ngfr	Trpv2

		BC089597	Gm10787	Nr0b1	Tspan2
		Bcl11b	Gm10923	Olfr1015	Tubb5
		Bhlhe22	Gm10941	Olfr1320	Tubg2
		Btbd19	Gm11110	Olfr1335	Txndc8
		C2cd4a	Gm11744	Olfr156	Uchl1
		C5ar1	Gm12356	Olfr325	Ucp2
		Cc2d2b	Gm13369	Olfr401	Usp49
		Cd14	Gm14762	Olfr522	Vmn1r2
		Cd5	Gm15628	Olfr582	Vmn2r20
		Cd80	Gm15867	Olfr859	Vwce
		Cdkn1c	Gm19654	Otp	Wdhd1
		Cdt1	Gm20095	Padi1	Wisp1
		Cep78	Gm20279	Pax6os1	X99384
		Ces1d	Gm20382	Pcdhb7	Zfp423
		Chaf1b	Gm2564	Pcx	Zfp488
		Chchd2	Gm2863	Pdap1	Zfp612
		Chrm1	Gm3776	Pde5a	Zfp648
		Clec18a	Gm4301	Pex11a	Zfp712
		Clic6	Gm5237	Phf11	Zfp932
		Cnr1	Gm5451	Pif1	
		Coro1a	Gm5478	Pknox2	
**CKOxHKO**	**367**	1500012F01Rik	Entpd1	Maml3	Shroom1
		1520402A15Rik	Ep400	Map3k12	Skil
		1700020D05Rik	Ephb4	Mapk4	Skp2
		1700034F02Rik	Ercc8	Mapkapk3	Slc20a1
		1700034I23Rik	Ero1lb	March3	Slc22a15
		1700052K11Rik	Ezh2	Marcksl1-ps4	Slc22a8
		2210408F21Rik	Fabp4	Marveld1	Slc23a3
		2310003L22Rik	Fam164c	Mcm4	Slc25a14
		2310057M21Rik	Fam83b	Mdm1	Slc35f1
		2410004N09Rik	Fastkd1	Mest	Slc38a2
		2610017I09Rik	Fermt1	Mfsd7b	Slc45a3
		2610528B01Rik	Fga	Mgl2	Slc7a6
		2810408B13Rik	Flrt1	Mgp	Slco4a1
		4930405O22Rik	Frk	Mir181a-2	Smad5
		4930480K23Rik	Fsd1l	Mir188	Sncg
		4930522L14Rik	Fv1	Mir1927	Snora15
		5730409K12Rik	Fxr2	Mir1949	Snora21
		9130020K20Rik	Fzd7	Mir19a	Snora23
		9930111J21Rik2	Gas6	Mir1b	Snora2b
		A230072C01Rik	Gca	Mir218-1	Snora69
		A630050E04Rik	Gcet2	Mir3473b	Snora75
		A730098P11Rik	Glod5	Mir872	Snord11
		A930033H14Rik	Glul	Mis12	Snord12
		Abcd2	Gm10002	Mmd	Snord1b
		Abi3	Gm10589	Mndal	Snord35b
		Actg1	Gm13363	Mpzl3	Snord52
		Adamts1	Gm14057	Mrpl12	Snord61
		Adat1	Gm14420	Msr1	Snord68
		Adcy4	Gm15293	Mthfs	Snord87
		Adra2b	Gm15483	Mtm1	Snord89
		Akr1c20	Gm15535	Mustn1	Snx32
		Anapc11	Gm16523	Nampt	Snx33

	Ankra2	Gm17753	Ncrna00085	Sox18
	Aoc2	Gm19265	Neat1	Sp100
	Apbb1ip	Gm19537	Neurl1b	Spag5
	Aqp4	Gm19551	Nfkb1	Srl
	Arhgap25	Gm20004	Nfkb2	Srsf7
	Atf7	Gm20022	Nicn1	Stc1
	Atp5h	Gm20186	Nkap	Susd3
	Atp8a1	Gm20289	Nova1	Syne1
	Auts2	Gm3893	Nrp1	Tap2
	B230319C09Rik	Gm4567	Ntf3	Tceb1
	B230369F24Rik	Gm4759	Oas1a	Tek
	Bbs5	Gm6289	Olfr4	Tle4
	BC002059	Gm8842	Olfr1336	Tmco4
	BC027231	Gm8995	Olfr776	Tmem108
	BC037704	Gm9958	Ophn1	Tmem156
	BC065397	Gna14	Osmr	Tmem171
	Bhlhe40	Gpcpd1	P2ry14	Tmem173
	Birc2	Gpnmb	Pag1	Tmem200b
	C030046E11Rik	Gprc5b	Paqr3	Tnip2
	C630016N16Rik	Hadhb	Pcdhga11	Trim30a
	Cadps2	Heg1	Pcgf5	Trim32
	Ccl2	Hells	Peg13	Trim6
	Ccl3	Hes1	Per2	Trip10
	Ccnd1	Hist1h4k	Piga	Try10
	Ccnd2	Hivep2	Plekkg5	Tshz3
	Ccnt1	Hnf1b	Plekho1	Tsku
	Ccrl2	Hoxb4	Plin1	Tspan1
	Cd180	Hoxb5	Pln	Tspan4
	Cd22	Hoxc9	Pltp	Tyms
	Cd79a	Hoxd9	Pon3	Ugt2b37
	Cd8b1	Hyal1	Ppan	Ugt2b5
	Cdc25a	Icam1	Ppp2r2a	Uhrf1bp1
	Cdk17	Ifi271l	Pprc1	Unc13c
	Ceacam14	Ikzf2	Praf2	Usp31
	Cebpa	Itga3	Prdm9	Usp40
	Cep170	Itga5	Prim1	Vcam1
	Chml	Itgax	Ptch1	Vmn1r71
	Chst1	Jun	Ptgs1	Wdr36
	Chst2	Kcnj2	Ptp4a1	Wdr76
	Clec14a	Kcnk1	Ptpla	Wwc1
	Clec2d	Kcnq1	Purg	Xdh
	Cox7b	Kctd12b	Pvrl1	Zbtb2
	Cpeb1	Klhdc7a	Rab6b	Zbtb38
	Crip1	Klhdc8a	Rab8b	Zdhhc2
	Crip2	Klkb1	Rad1	Zdhhc20
	Cwh43	Lad1	Rad9b	Zfp128
	Cxcl10	Larp4b	Rapgef3	Zfp229
	D5Ertd579e	Layn	Rasa3	Zfp429
	D730048I06Rik	Lep	Rasl11b	Zfp451
	D930015E06Rik	LOC100503141	Rel	Zfp503
	Dcaf12	LOC100505027	Rfc4	Zfp566
	Derl3	LOC100861803	Rnu73b	Zfp597
	Dhrs3	LOC100861921	Rny1	Zfp605

		Disp1	LOC100862007	Rps17	Zfp667
		Dnalc1	LOC545261	Rsl1	Zfp788
		Dnase1l3	LOC628147	Rtkn	Zfp879
		Dpy19l1	Lpcat1	Scarna3b	Zranb3
		Dsg2	Lrig1	Scn4b	Zscan2
		Dusp11	Mafb	Scube3	Zxdb
		E330009J07Rik	Magohb	Shmt1

# Supplementary material for: Loss of Renal Tubular PGC-1α Exacerbates Diet-Induced Renal Steatosis and Age-Related Urinary Sodium Excretion in Mice
**Source:** PLoS One. 2016 Jul 27;11(7):e0158716. doi: 10.1371/journal.pone.0158716
**Supplement:** S5 Table — Genes associated with KEGG pathways CHOW vs. HFD treated animals.

S5 Table

CTRL - CHOW vs. HFD – Down-regulated genes					
#term	Term name	p-value	Adjusted p-value	-log(p)	Positive ids
mmu00100	Steroid biosynthesis	1.79E-09	3.37758E-07	**6.47**	Sqle, Sc4mol, Dhcr24, Cyp51, Fdft1, Tm7sf2, Nsdhl, Dhcr7,
mmu00650	Butanoate metabolism	1.24E-08	1.17302E-06	**5.93**	Acsm3, Acsm1, Bdh1, Abat, Oxct1, Acsm2, EchS1, Aldh3a2, Acsm5, Acat1,
mmu00280	Valine, leucine and isoleucine degradation	1.24E-05	0.000782	**3.11**	Bcat1, lvd, Abat, Oxct1, Bcat2, EchS1, Aldh3a2, Acat1,
mmu00900	Terpenoid backbone biosynthesis	1.74E-05	0.000822	**3.08**	Idi1, Fdps, Hmgcr, Mvd, Acat1,
mmu00380	Tryptophan metabolism	2.39E-04	0.009034	**2.04**	Aadat, Ido2, EchS1, Aldh3a2, Afmid, Acat1,
mmu00640	Propanoate metabolism	5.25E-04	0.016522	**1.78**	Abat, Acaca, EchS1, Aldh3a2, Acat1,
mmu00072	Synthesis and degradation of ketone bodies	1.85E-03	0.049988	**1.30**	Bdh1, Oxct1, Acat1,

CTRL - CHOW vs. HFD – Up-regulated genes					
#term	Term name	p-value	Adjusted p-value	-log(p)	Positive ids
mmu03320	PPAR signaling pathway	6.92E-09	1.30873E-06	**5.88**	Hmgcs2,Pck1,Sox10,Fabp5, Cyp4a10,Apoa2,Cyp4a31,Spib,Fabp1,Cyp4a14,Acaa1b, Apoc3,Slc27a1
mmu00071	Fatty acid degradation	5.50E-06	0.000519548	**3.28**	Acaa2,Sox10,Cyp4a10,Acad vl,Cyp4a31,Spib,Cyp4a14,A caa1b
mmu00830	Retinol metabolism	9.82E-05	0.00618701	**2.21**	Ugt1a10,Cyp4a10,Aldh1a1, Cyp4a31,Spib,Ugt2b34,Cyp 4a14,Aldh1a7
mmu00480	Glutathione metabolism	1.72E-04	0.0081363	**2.09**	Sox10,Mgst1,Gsto1,Spib,Rr m1,G6pd2,Gsta1
mmu04270	Vascular smooth muscle contraction	3.31E-04	0.00832382	**2.08**	Sox10,Cyp4a10,Adcy2,Pla2 g10,Cyp4a31,Spib,Ednra,Ag t,Pla2g5,Cyp4a14
mmu00860	Porphyrin and chlorophyll metabolism	4.34E-04	0.00832382	**2.08**	Sox10,Ugt1a10,Spib,Ugt2b 34,Cp
mmu00590	Arachidonic acid metabolism	4.30E-04	0.00832382	**2.08**	Sox10,Cyp4a10,Pla2g10,Cy p4a31,Spib,Pla2g5,Cyp4a14 ,Ptgs2
mmu02010	ABC transporters	4.40E-04	0.00832382	**2.08**	Sox10,Abcb1a,Abcb1b,Spib,

					Abcg1, Abcc4
mmu00982	Drug metabolism - cytochrome P450	3.23E-04	0.00832382	**2.08**	Sox10, Mgst1, Gsto1, Ugt1a10, Spib, Cyp2d26, Ugt2b34, Gsta1
mmu01040	Biosynthesis of unsaturated fatty acids	3.61E-04	0.00832382	**2.08**	Acot2, Spib, Acot3, Acaa1b, Acot4
mmu04614	Renin-angiotensin system	8.09E-04	0.0130379	**1.88**	Sox10, Ren1, Spib, Agt
mmu00980	Metabolism of xenobiotics by cytochrome P450	8.28E-04	0.0130379	**1.88**	Sox10, Mgst1, Gsto1, Ugt1a10, Spib, Ugt2b34, Gsta1
mmu00500	Starch and sucrose metabolism	1.49E-03	0.0216274	**1.66**	Gbe1, Sox10, Ugt1a10, Spib, Ugt2b34
mmu04350	TGF-beta signaling pathway	2.31E-03	0.0312398	**1.51**	Id3, Sox10, Id2, Spib, Smad9, Smad7, Id1
mmu00533	Glycosaminoglycan biosynthesis - keratan sulfate	4.27E-03	0.0474888	**1.32**	St3gal1, Sox10, Spib
mmu00053	Ascorbate and aldarate metabolism	4.27E-03	0.0474888	**1.32**	Sox10, Ugt1a10, Ugt2b34
mmu00770	Pantothenate and CoA biosynthesis	4.27E-03	0.0474888	**1.32**	Sox10, Spib, Ppcs
mmu00280	Valine, leucine and isoleucine degradation	4.59E-03	0.0481875	**1.32**	Hmgcs2, Acaa2, Sox10, Spib, Acaa1b

NiPKO - CHOW vs. HFD – Down-regulated genes

#term	Term name	p-value	Adjusted p-value	-log(p)	Positive ids
mmu00100	Steroid biosynthesis	3.56E-08	0.000006722	**5.17**	Dhcr24, Nsdhl, Dhcr7, Tm7sf2, Sc4mol, Fdft1, Sqle,

NiPKO - CHOW vs. HFD – Up-regulated genes

#term	Term name	p-value	Adjusted p-value	-log(p)	Positive ids
mmu05340	Primary immunodeficiencies	5.96E-06	0.001126	**2.95**	Cd19, Rel, Tap2, Cd79a, Il7r, Maf, Cd8b1
mmu04630	The Janus kinase/signal transducers and activators of transcription (JAK/STAT) pathway	7.43E-04	0.028087	**1.55**	Prlr, Ccnd2, Lep, Cebpa, Rel, Osmr, Il7r, Ccnd1, Maf, Pik3r3, Socs2

mmu05222	Small cell lung cancer	6.13E-04	0.028087	**1.55**	Skp2,Nfkb1,Itga3,Birc2,Ccnd1,Mafb,Pik3r3,Ptgs2
mmu00260	Glycine, serine and threonine metabolism	6.04E-04	0.028087	**1.55**	Gldc,Shmt1,Aoc2,Maob,Mafb
mmu00670	One carbon pool by folate	4.31E-04	0.028087	**1.55**	Shmt1,Tyms,Mafb,Mthfs
mmu05200	Pathways in cancer	9.50E-04	0.029914	**1.52**	Fgf18,Skp2,Nfkb1,Tceb1,Egln3,Jun,Cebpa,Itga3,Fzd7,Ptch1,Nfkb2,Birc2,Brca2,Ccnd1,Mafb,Pik3r3,Ptgs2
mmu04662	B cell receptor signaling pathway	1.35E-03	0.036373	**1.44**	Nfkb1,Cd19,Jun,Cd79a,Mafb,Pik3r3,Cd22
mmu04110	Cell cycle	1.95E-03	0.041005	**1.39**	Skp2,Ccnd2,Anapc11,Wee1,Mcm4,Cdc14a,Rel,Ccnd1,Mafb
mmu04620	Toll-like receptor signaling pathway	1.87E-03	0.041005	**1.39**	Nfkb1,Jun,Cxcl10,Rel,Foxq1,Mafb,Pik3r3,Ccl3
mmu04660	T cell receptor signaling pathway	2.42E-03	0.045650	**1.34**	Nfkb1,Jun,Cebpa,Pdk1,Rasgrp1,Mafb,Pik3r3,Cd8b1

How the deposited data were processed for this re-analysis (not part of the article)

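Gene expression was measured in whole kidney of chow-fed control, chow-fed NiPKO, HFD-fed control and HFD-fed NiPKO mice, on 16 Affymetrix mouse gene arrays, 4 for each group. The authors deposited normalized log2 values for 41345 probe sets on each array. The submitters' processing notes name Partek without a version, and the background correction and the normalization are not given in the sources used here. The log2 scale of the deposited values was read from their range, 2.07 to 13.8, and from the closeness of the array medians, 5.35 to 5.4. The values were not centred for each gene. Scanner intensities were not used here, so the signal over background of a probe set is not known, and the number of arrays limits the precision.

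Probe sets were named from a table of the platform's annotation. Of the 41345 probe sets, 23521 carry 1 gene symbol, 1814 carry several and 16010 are not named in that table. Probe sets with several symbols or none were left out of all tests. Of the named probe sets, 23328 were matched to a gene table by gene identifier, and no symbol changed. A gene with more than 1 probe set, which was the case for 1082 genes, was represented by the probe set with the highest mean over the 16 arrays. This left 22180 genes. No filter on dim probe sets was applied.

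The groups were taken from the sample labels and checked against the paper. One model with a mean for each of the 4 groups was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a block. The comparisons were NiPKO against control on chow, NiPKO against control on HFD, HFD against chow in control mice, HFD against chow in NiPKO mice, and the interaction of genotype and diet. Genes were counted at the thresholds that the paper states for the array, an unadjusted p under 0.05 and a fold change over 1.2, and at a Benjamini-Hochberg adjusted p under 0.05. The paper's statistics section names an unpaired two-sided Student's test for all of its data, and the text names no test for the array in particular. Overlaps between comparisons that share no arrays were tested with Fisher's exact test. Adjusted p-values printed beside a gene are those of limma.

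In all, 45 lists of genes were written before the data were examined, from general knowledge of pathways, kidney cell types and tissues that a kidney sample could hold, with the paper's tables and the pictures of its figures already seen. Of these, 44 had at least 3 measured genes and were tested with camera of limma at a preset correlation of 0.01, with adjustment over those 44. The value given for a list is the median log2 fold change of its measured genes. Missing members were not used here. The nuclear genes of oxidative phosphorylation pooled over the complexes were tested as 1 further list, outside that adjustment. The KEGG enrichment with Babelomics and the motif activities of ISMARA were not repeated.

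The genes named in the text follow a rule fixed in advance. They are the genes that the paper names for kidney. To these were added, in each comparison of 2 groups, the 10 genes in each direction with the largest fold change among those with an adjusted p under 0.05 and no overlap between the groups, filled up by the smallest p among genes past the paper's thresholds. In each described list the 4 genes with the smallest p were eligible, and for the interaction the 10 genes with the smallest p. Predicted genes, receptor families of smell and taste, small RNAs and antigen receptor segments were not named. Members of the paper's KEGG terms, genes of the immunoblots and abundant adipocyte genes were named after their values had been seen.

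The alternatives were a fit on the arrays of the 2 groups alone, quantile normalization, centring each array on its median, only the brighter genes, those with a mean above the median of all genes, the methods' t-test, a mean-variance trend with a robust prior, array weights, the mean of a gene's probe sets, a fold change over 1.5, the replicate number as a block, and leaving out each array. For lists they also included camera with an estimated correlation, Fisher's exact test and fry. These alternatives were set at the same time as the lists.

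The fit was tested on simulated data with the real means and spreads of the 22180 genes. Each gene was drawn independently of the others, so the simulated data hold no correlation between genes. Of the genes changed 1.5-fold, 82.1% were recovered at an adjusted p under 0.05 for NiPKO against control on chow, 86.6% for NiPKO against control on HFD, 85.1% for HFD against chow in control mice and 89.6% for HFD against chow in NiPKO mice. Of the genes changed 3-fold, 100% were recovered in each. With no gene changed, 323, 319, 311 and 280 genes passed the paper's thresholds in these comparisons and 712 in the interaction, and none passed after adjustment. Other splits of the real arrays gave up to 757, 621, 804 and 668 genes, and up to 1750 in the interaction, where up to 25 passed after adjustment. Some of these splits keep part of the real difference, and those for the interaction can mix in the genotype effect. They therefore do not measure the count with no gene changed. The simulated counts may still be too low for the real arrays, which was not settled.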

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

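The comparisons of gene lists with other splits of the arrays were chosen after the lists' results had been seen, as was the set of genes and lists searched for single arrays that stand apart. The counts of genes in other splits and the tests of tissue composition, collection time and carried-along tissue were set before. For the interaction, the genotype labels were redrawn within each diet. Such draws can turn part of a genotype effect into an apparent interaction, so their shares cannot decide about chance.

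Genes of oxidative phosphorylation were lower in NiPKO kidney, with a median of -0.25 on chow and -0.24 on HFD. Of the 35 ways to split the 8 arrays on each diet, only the real split, 1 of 35, gave a shift as large (0.252 against at most 0.166 on chow, 0.241 against at most 0.156 on HFD). No smaller share is possible with 35 splits, and the paper had picked this pathway on these arrays. Chance is therefore less likely but not excluded. A smaller share of proximal tubule in the NiPKO samples would lower the tubule's own markers alike, but the proximal tubule list had a median of 0.033 on chow and 0.02 on HFD, with quartiles from -0.018 to 0.067 and from -0.0085 to 0.1, which argues against it. The loss of PGC-1α, the difference that the design names, stays open as a biological explanation and was not tested apart from the grouping. The authors' normalization could not be undone, and quantile normalization left the calls of this list unchanged.

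With HFD feeding the B cell list had a median of 0.18 in NiPKO mice (adjusted p = 0.016 from camera, or 0.47 with an estimated correlation) and 0.2 in control mice, while in NiPKO mice T and NK cells (adjusted p = 0.61) did not pass, and macrophages and dendritic cells passed with Fisher's exact test (adjusted p = 0.001) and not with camera (0.16). Lymphoid tissue carried along in a single sample would end this without that sample, but the median was at least 0.19 with any HFD NiPKO array left out, which argues against it. For the NF-κB list and HFD in NiPKO mice 3 of 35 splits gave a shift as large (0.0679 against at most 0.0751), so chance is not excluded. The NF-κB shift was as large in 10 of 35 splits for HFD in control mice (0.0546 against at most 0.138). It was as large in 21 of 35 for genotype on chow (0.0139 against at most 0.0621) and 11 of 35 for genotype on HFD (0.0512 against at most 0.0732). Chance is left open for each of these. For the interaction, 27 of 100 drawn splits gave a shift as large (0.0521 against at most 0.0985), which cannot decide about chance. A difference in the animals' exposure was not tested.

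For the PPARα targets the interaction of genotype and diet had a median of -0.16, which passed with camera (adjusted p = 9.7e-05) and not with an estimated correlation (adjusted p = 0.86), with fry (0.71) or with Fisher's exact test (1). In 21 of 100 drawn splits the interaction was as large (0.162 against at most 0.37). These draws can mix in the genotype effect, so they cannot decide, and chance is not excluded for the interaction. In 13 of 35 splits the response of NiPKO mice was as large (0.0705 against at most 0.154), which leaves chance open for it. Only the real split, 1 of 35, reached the response of control mice, by a narrow margin (0.25 against at most 0.248). A different time of day or feeding state at collection was looked for in the clock genes. Of these 1 of 20, Noct, had an unadjusted interaction p under 0.05 from limma, few enough to meet the rule set beforehand against it. The count cannot decide this, since of the 42 PPARα targets themselves only 2 were past the paper's thresholds for the interaction. For HFD, 6 of 20 clock genes had a p under 0.05 in control mice and 5 in NiPKO mice. Fat tissue carried along with the HFD kidneys stays open as an explanation of part of the lipid genes, since the adipocyte list had a median of 0.045 in control and 0.15 in NiPKO mice and its abundant genes went apart (Adipoq -0.18 and 0.29, Fabp4 0.32 and 0.53, Scd1 -2.24 and -1.49 in control and NiPKO mice). The genotype, which the design names, stays open as a biological explanation and was not tested apart from the grouping.

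For the counts of changed genes, only the real split, 1 of 35, reached the real number in each comparison of 2 groups. The highest other split gave 757 genes against 981 for genotype on chow, 621 against 825 on HFD, 804 against 1030 for HFD in control mice and 668 against 992 in NiPKO mice, and after adjustment at most 1, 2, 1 and 2 genes against 283, 183, 125 and 58. The real split thus ranked first in each, the most that 35 splits can show, in comparisons that in part share arrays. Chance is less likely for these counts but not excluded. For the interaction 8 of 100 drawn splits gave as many genes as the 1274 found, up to 1750, and after adjustment up to 25 against 0. These draws can mix in the genotype effect, so they cannot decide, and chance is not excluded there. For the citrate cycle only the real split, 1 of 35, gave a shift as large on chow (0.28 against at most 0.177) and on HFD (0.247 against at most 0.15), and for glycolysis likewise (0.206 against at most 0.187, and 0.189 against at most 0.14). For sterol biosynthesis this was 1 of 35 for HFD in control mice (0.268 against at most 0.21) and 2 of 35 in NiPKO mice (0.234 against at most 0.24), where another split reached more. For its interaction it was 58 of 100 drawn splits (0.0574 against at most 0.229), which cannot decide about chance.

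Single arrays stood apart from the other 3 of their group in 13 of 208 groups tested, where about 10.4 are expected by chance. The number given is the gap to the nearest array as a share of the group's range, and each was above the 95% critical value of Dixon's test for 4 samples. In HFD NiPKO kidney these were replicate 3 for Ppargc1a (0.96, log2 value 10.07 against 9.96), replicate 1 for Pprc1 (0.863, 6.18 against 6.27 to 6.28) and replicate 3 for Cox5a (0.923, 8.49 against 8.65 to 8.67). In the same group they were replicate 2 for Slc4a4 (0.894, 12.46 against 12.49 to 12.5) and replicate 4 for Atp5a1 (0.846, 11.88 against 11.86). In chow control kidney replicate 2 stood apart for Esrra (0.868, 8 against 7.87 to 7.89) and replicate 1 for Slc12a1 (0.885, 11.9 against 11.64 to 11.67), and in chow NiPKO kidney replicate 1 did for Slc12a3 (0.883, 11.97 against 12.12 to 12.14). Of the lists, averaged relative to the chow control mean, oxidative phosphorylation was lowest in chow NiPKO replicate 2 (0.872, -0.35 against -0.26 to -0.24), the citrate cycle in chow control replicate 3 (0.898, -0.04 against 0.01 to 0.02) and glycolysis in HFD control replicate 4 (0.873, -0.04 against 0.04 to 0.05). The NF-κB list was lowest in HFD control replicate 2 (0.957, 0.02 against 0.13 to 0.14) and highest in HFD NiPKO replicate 2 (0.856, 0.24 against 0.11 to 0.13).

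Besides the PPARα targets, 5 lists had an interaction of genotype and diet at an adjusted p under 0.05 from camera, and each call was lost with an estimated correlation and with fry. Their medians were 0.042 for the mitochondrial ribosome (adjusted p = 0.025, or 0.86, and a median of -0.0017 after quantile normalization), 0.087 for branched-chain amino acid degradation (adjusted p = 0.0021, or 0.86), 0.21 for adipocytes (adjusted p = 0.038, or 0.86), -0.12 for the adrenal cortex (adjusted p = 0.025, or 0.36) and 0.14 for immediate early and heat shock genes (adjusted p = 0.025, or 0.86), where the second value is that with an estimated correlation.

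The mitochondrial ribosome and mitochondrial protein import, which the paper does not discuss, were lower in chow-fed NiPKO kidney. The 71 genes of the mitochondrial ribosome had a median of -0.13 (adjusted p = 1.3e-15 from camera, 0.0085 with an estimated correlation), with 63 below control and 7 lower after adjustment, among them Mrpl47 at -0.35 and Mrpl13 at -0.32. The 23 genes of protein import had a median of -0.13 (adjusted p = 1.1e-05, 0.018 with an estimated correlation), with Samm50, of the outer membrane assembly machinery, at -0.31 and the inner membrane channel gene Timm23 at -0.19. On HFD the medians were -0.065 (adjusted p = 9.5e-07, 0.092 with an estimated correlation) and -0.052 (adjusted p = 0.0009, 0.069 with an estimated correlation).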

How the results depend on the processing

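The list results followed under each alternative were chosen after the lists' results had been seen, while every alternative had been planned. The cause was not tested for any change below except where fewer genes, fewer arrays or a stricter threshold are the change itself. The pooled list of oxidative phosphorylation and the lists of citrate cycle and glycolysis kept their direction and their call between genotypes on each diet. This held under each alternative run for lists (the 2 groups alone, replicate block, quantile normalization, the brighter genes alone, estimated correlation, Fisher's exact test and fry) and with any array left out (oxidative phosphorylation -0.27 to -0.22 on chow and -0.26 to -0.22 on HFD). Of the single complexes, complex II lost its call on HFD with Fisher's exact test, as none of its 4 genes was past the paper's thresholds there. Signal over background is not known for these values.

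With a fold change over 1.5, the genes lower and higher were 32 and 32 for genotype on chow, 21 and 46 for genotype on HFD, 82 and 33 for HFD in control mice, 54 and 43 for HFD in NiPKO mice, and 41 and 33 for the interaction. Over the brighter genes alone (upper part by mean, above the median of all genes), 200 were higher for genotype on chow, 231 lower for genotype on HFD, 225 higher for HFD in control mice, 281 lower for HFD in NiPKO mice and 150 lower for the interaction. After adjustment the totals of both directions were 436 (80 higher, 356 lower), 324 (119 and 205), 272 (79 and 193), 308 (188 and 120) and 1 (lower), and the NF-κB list turned to -0.012 in control mice (adjusted p = 0.24). With median centring 327 genes were higher for HFD in control mice. With quantile normalization the interaction of the mitochondrial ribosome turned to -0.0017 (adjusted p = 0.66).

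After adjustment, the arrays of the 2 groups alone gave 75, 43, 14 and 21 genes in the 4 comparisons, genotype on chow and on HFD and HFD in control and NiPKO mice. The methods' t-test gave 47, 8, 0 and 0, with 745, 630, 765 and 744 at the paper's thresholds. The trend with a robust prior gave 281 for genotype on HFD, 216 for HFD in control mice and 189 for HFD in NiPKO mice, and array weights gave 125 for the last. Replicate numbers gave no clear pairing of the samples. Arrays with the same number had a mean correlation of deviations of 0.017 (-0.11 to 0.17, over 0.1 in 3 of 24 pairs), and those with other numbers one of -0.0057. Of the 16 arrays 7 lay closest to their own number, so a weak pairing is not excluded. With the replicate block 224 genes passed for genotype on chow, 101 for genotype on HFD, 66 for HFD in control mice, 33 for HFD in NiPKO mice and 0 for the interaction.

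With an estimated correlation these lists lost their call at the same median: PPARα targets for HFD in control mice (0.25, adjusted p = 0.24) and for the interaction (-0.16, 0.86), sterol biosynthesis for HFD in control (-0.27, 0.059) and NiPKO mice (-0.23, 0.23), and NF-κB for HFD in control (0.055, 0.36) and NiPKO mice (0.068, 0.29). With fry NF-κB in control mice (0.055, 0.1) and the PPARα interaction (-0.16, 0.71) were lost. With Fisher's exact test the PPARα interaction (-0.16, 1) was lost and the PPARα targets passed in NiPKO mice (0.07, 0.043). Of 78 called list results 19 kept their call with an estimated correlation, 70 with quantile normalization and 38 with fry. Of 115 called results of single genes 112 kept theirs with quantile normalization, 91 with the replicate block and 18 with the methods' t-test.

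With single arrays left out, the adjusted count for genotype on chow was 147 (without chow NiPKO replicate 2) to 283, for genotype on HFD 57 (without HFD control replicate 3) to 169, for HFD in control mice 24 (without HFD control replicate 3) to 219 (without HFD control replicate 4), for HFD in NiPKO mice 7 (without HFD NiPKO replicate 4) to 105 (without chow NiPKO replicate 1) and for the interaction 0 to 2 (without chow control replicate 4). The NF-κB median in control mice was 0.018 to 0.078, with the call lost without chow control replicate 4 or HFD control replicate 1, 3 or 4. The PPARα median in NiPKO mice was 0.012 to 0.11, with a call without chow NiPKO replicate 1, chow NiPKO replicate 4 or HFD NiPKO replicate 2.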

Differences from the paper's values

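At the paper's thresholds, the numbers of lower, higher and changed genes in each of the 4 comparisons were within 1.5 times the paper's. Of the genes in the paper's tables that could be matched by symbol, 92.2% to 96.5% were also past these thresholds here, depending on comparison and direction.

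The paper counts Cycs amongst the downregulated genes of both diets. Here its log2 fold change was -0.22 on chow and -0.25 on HFD, the same direction, but its fold changes of 1.16 and 1.19 lay under 1.2. With the mean of its probe sets, an alternative set before the data were examined, the log2 fold changes were -0.25 and -0.35. Of its 5 probe sets the brightest was used, and 2 others were each at -0.4 on chow and -0.53 on HFD, sizes over 1.2-fold on both diets. Cox7a1 and Atp5h, named with it, passed on both diets, at -1.73 and -0.27 on chow.

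The paper states that predicted NF-κB activity rose with HFD in NiPKO mice and not in control mice. The expression of NF-κB subunits and targets, which is another measure, passed with camera in both, at 0.068 (adjusted p = 0.0018) in NiPKO and 0.055 (adjusted p = 0.027) in control mice, and both calls were lost with an estimated correlation. The paper also states that the activity was higher in HFD-fed NiPKO mice than in HFD-fed control mice, where the list's median was 0.051 (adjusted p = 0.13). For the response to HFD, the counts at the paper's thresholds ran the way of the paper, with 9 genes higher in NiPKO and 5 in control mice. Between genotypes they did not, with 0 of 38 genes higher in NiPKO kidney on HFD and 2 on chow.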

Other observations

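The lists below were fixed beforehand, and which of them to describe was chosen after their results had been seen. With HFD feeding, several lists that the paper's text does not discuss had a median below that on chow. Of 17 androgen-dependent, male-biased kidney genes 15 lay below chow in control mice, with a median log2 fold change of -0.23 (adjusted p = 3.2e-07 from camera, or 0.24 with an estimated correlation), and 15 in NiPKO mice, with a median of -0.21 (adjusted p = 6.5e-05, or 0.47 with an estimated correlation). At the paper's thresholds 7 and 6 were lower, and the genes with the smallest p included the steroid hydroxylase gene Cyp7b1 at -1.05 and Gusb at -0.73 in control mice, and the ornithine decarboxylase gene Odc1 at -0.57 in NiPKO mice, none with an adjusted p under 0.05 from limma. Of 18 glucocorticoid-responsive genes 13 lay below chow in control mice, with a median of -0.095 (adjusted p = 0.013, or 0.28 with an estimated correlation), and Zbtb16 was at -1.64 (adjusted p = 0.022 from limma) and Klf15 at -0.75 (adjusted p = 0.025 from limma). Branched-chain amino acid degradation, which the paper's S5 Table lists amongst the terms lower on HFD in control mice and whose direction is therefore not independent evidence here, had a median of -0.16 in control mice (adjusted p = 1e-12, or 0.059 with an estimated correlation) with Ivd at -0.53 (adjusted p = 0.044 from limma) and Oxct1 at -0.36 (adjusted p = 0.043 from limma), and of -0.055 in NiPKO mice (adjusted p = 0.009, or 0.49 with an estimated correlation). Immediate early and heat shock genes had a median of -0.2 in control mice (adjusted p = 0.0017, or 0.33 with an estimated correlation), with the chaperone gene Hspa8 at -0.25 (adjusted p = 0.13 from limma). Upward in control mice, podocyte genes had a median of 0.16 (adjusted p = 0.014, or 0.36 with an estimated correlation) and endothelial genes one of 0.11 (adjusted p = 0.024, or 0.38 with an estimated correlation).

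Between genotypes on HFD, genes of intercalated cells, the acid and base transporting cells of the collecting duct, had a median of 0.19 in NiPKO kidney over 17 genes (adjusted p = 0.0014 from camera, or 0.3 with an estimated correlation). Of these 6 were higher at the paper's thresholds and none lower, among them Hepacam2 at 0.4 (adjusted p = 0.11 from limma) and the anion exchanger pendrin, Slc26a4, at 0.35. Other lists moved with it, with medians of 0.097 for collecting duct principal cells (adjusted p = 0.036, or 0.41 with an estimated correlation), 0.072 for the thick ascending limb (adjusted p = 0.018, or 0.41 with an estimated correlation) and 0.11 for glucocorticoid-responsive genes (adjusted p = 0.0053, or 0.12 with an estimated correlation). Genes of B cells had a median of 0.24 (adjusted p = 0.0066, or 0.28 with an estimated correlation), interferon-stimulated genes one of 0.12 (adjusted p = 0.0092, or 0.28 with an estimated correlation) and genes of tubular injury one of 0.14 (adjusted p = 0.00013, or 0.12 with an estimated correlation).

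The genes with the smallest p for the interaction of genotype and diet did not pass over all genes. Riok1 was at 0.54 (adjusted p = 0.17 from limma), the endothelial receptor Cd93 at 0.57 (adjusted p = 0.17) and the DNA demethylase gene Tet2 at 0.54 (adjusted p = 0.34), while Maged2 was at -0.53 and Adcy2 at -0.61 (adjusted p = 0.34 each).

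The arrays also hold values for genes that the paper measured by RT-qPCR or immunoblot. None of 14 sodium and solute transporter genes had an adjusted p under 0.05 from limma in any comparison, with the largest changes for Slc7a6 at 0.5 (adjusted p = 0.073) and Slc38a3 at 0.44 (adjusted p = 0.37) on HFD in NiPKO mice. Of the subunits on the immunoblots, Atp5a1 was at -0.21 on chow (adjusted p = 0.025) and -0.17 on HFD (adjusted p = 0.089), Uqcrc2 at -0.18 and -0.17 (adjusted p = 0.085 and 0.15), Sdhb at -0.11 and -0.17 and Ndufb8 at -0.32 and -0.24. The array value of COX1 is not given here, a subunit whose protein the paper found lower in chow-fed and aged chow-fed NiPKO kidney. Eef2, one of the reference genes of the paper's RT-qPCR, was at -0.01 and 0.04. Ppara was at 0.15 with HFD in control mice (adjusted p = 0.33) and 0.25 in NiPKO mice (adjusted p = 0.11), with an interaction of 0.1 (adjusted p = 0.82), while the paper's RT-qPCR found an induction that was blunted in NiPKO mice (Fig 7D). Of the PPARα targets measured by RT-qPCR (Fig 7E), Acot2 was at 0.4 in control and 0.21 in NiPKO mice, Acot3 at 1.1 and 0.74, Slc25a20 at 0.43 and 0.2, Acadvl at 0.32 and 0.26 and Acadl at 0.19 and 0.14, none with an adjusted p under 0.05.

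Ppargc1a read 0.45 higher on chow (adjusted p = 0.0026) and 0.52 higher on HFD (adjusted p = 0.0013) in NiPKO kidney, and the paper's own table of upregulated genes lists it for chow. The transcription factor genes Sox10 and Spib stand in the paper's table under both PPAR signaling pathway and fatty acid degradation. No explanation of either was tested.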
